# A novel P2X2‐dependent purinergic mechanism of enteric gliosis in intestinal inflammation

**DOI:** 10.15252/emmm.202012724

**Published:** 2020-12-17

**Authors:** Reiner Schneider, Patrick Leven, Tim Glowka, Ivan Kuzmanov, Mariola Lysson, Bianca Schneiker, Anna Miesen, Younis Baqi, Claudia Spanier, Iveta Grants, Elvio Mazzotta, Egina Villalobos‐Hernandez, Jörg C Kalff, Christa E Müller, Fedias L Christofi, Sven Wehner

**Keywords:** enteric nervous system, gut inflammation, motility disorders, postoperative ileus, purinergic signaling, Digestive System, Immunology, Neuroscience

## Abstract

Enteric glial cells (EGC) modulate motility, maintain gut homeostasis, and contribute to neuroinflammation in intestinal diseases and motility disorders. Damage induces a reactive glial phenotype known as “gliosis”, but the molecular identity of the inducing mechanism and triggers of “enteric gliosis” are poorly understood. We tested the hypothesis that surgical trauma during intestinal surgery triggers ATP release that drives enteric gliosis and inflammation leading to impaired motility in postoperative ileus (POI). ATP activation of a p38‐dependent MAPK pathway triggers cytokine release and a gliosis phenotype in murine (and human) EGCs. Receptor antagonism and genetic depletion studies revealed P2X2 as the relevant ATP receptor and pharmacological screenings identified ambroxol as a novel P2X2 antagonist. Ambroxol prevented ATP‐induced enteric gliosis, inflammation, and protected against dysmotility, while abrogating enteric gliosis in human intestine exposed to surgical trauma. We identified a novel pathogenic P2X2‐dependent pathway of ATP‐induced enteric gliosis, inflammation and dysmotility in humans and mice. Interventions that block enteric glial P2X2 receptors during trauma may represent a novel therapy in treating POI and immune‐driven intestinal motility disorders.

**The paper explained**

**Problem**

In various inflammation‐induced intestinal disorders, it has been shown that reactive enteric glia play a role in disease progression by contributing to inflammatory processes. However, less is known about the underlying pathogenic mechanism of EGC activation.

**Results**

Herein, we show that enteric gliosis occurs upon abdominal surgery and leads to postoperative ileus (POI), an inflammation‐based intestinal motility disorder. Activation of EGC in this process depends on ATP and selective purinergic signaling in EGCs. Within a comprehensive set of *in vivo*, *ex vivo,* and *in vitro* analyses in mice and human specimens, we found that ATP is released during abdominal surgery and activates purinergic P2X2 signaling that triggers gliosis in human and murine EGC. We further identified a novel P2X2 antagonist and P2X2 antagonism with ambroxol proved to ameliorate gliosis, reduce inflammatory responses, and improve clinical symptoms of POI.

**Impact**

We conclude that enteric gliosis and P2X‐purinergic receptors might be promising drug targets for therapeutic approaches in immune‐driven intestinal diseases.

## Introduction

Enteric glial cells (EGCs) are a unique population of cells in the enteric nervous system (Furness, 2012) playing a pivotal role in the maintenance of gut homeostasis (Sharkey, 2015). They shape the immune environment through interactions with resident immune cells and other cell types (Brierley & Linden, 2014; Yoo & Mazmanian, 2017). In line with this, EGCs secrete neuroprotective (Abdo *et al*, 2010) and immune‐modulatory factors (Yoo & Mazmanian, 2017) and targeted ablation of glia (Rao *et al*, 2017) or inhibition (McClain *et al*, 2014) of glial signaling through connexin‐43 hemichannel communication between glia can disrupt motility. However, the neuroinflammatory effect of glial ablation is still unclear, as in some cases a fatal bowel inflammation was documented (Bush *et al*, 1998; Cornet *et al*, 2001; Aubé *et al*, 2006) while in a recent study, utilizing a new genetic mouse model, no immune‐modulatory effect was observed (Rao *et al*, 2017). In contrast to their immune‐modulatory role, several *in vivo* and *in vitro* studies by us and others provide evidence that murine or human EGCs can turn into reactive glia in an immune‐stimulated environment, e.g., under LPS presence (Rosenbaum *et al*, 2016; Liñán‐Rico *et al*, 2016), after viral protein HIV‐1 Tat (Esposito *et al*, 2017) or IL‐1 stimulation upon which EGCs release inflammatory mediators like cytokines, nitric oxide or reactive oxygen species (Stoffels *et al*, 2014; Brown *et al*, 2016; Liñán‐Rico *et al*, 2016; Rosenbaum *et al*, 2016). EGCs were also shown to interact with bacteria, and they can discriminate between beneficial and harmful bacteria (Turco *et al*, 2014).

Immune responses are often a consequence of tissue damage which leads to the release of intracellular molecules that act as danger‐associated molecular patterns (DAMP) and trigger innate immune processes (Yoo & Mazmanian, 2017). One prominent DAMP is ATP that is produced and utilized by all cell types (Idzko *et al*, 2014). In the healthy gut, ATP is involved in intestinal homeostasis, gastrointestinal motility, blood flow and synaptic transmission (Christofi, 2008). However, increased extracellular ATP concentrations resulting from tissue damage and trauma, excessive mechanical stimulation, shear stress in diseased blood vessels, cancer, inflammatory cells or a variety of acute or chronic diseases represent a pathogenic pro‐inflammatory mechanism contributing to symptomatology (Idzko *et al*, 2014; Di Virgilio *et al*, 2018).

ATP signaling is complex and is mediated by purinergic receptors to which ATP either binds directly or as an enzymatically metabolized form, e.g., ADP or adenosine (Galligan, 2008). Purinergic receptors are classified broadly into ionotropic P2X, metabotropic P2Y and P1 receptor families. ATP, or other nucleotides can variably activate P2X and P2Y while adenosine activates metabotropic P1 receptors (Galligan, 2008). Recent studies demonstrated the expression of purinergic receptors on EGCs and their role in the regulation of gastrointestinal motility (McClain *et al*, 2014), neuron‐to‐glia communication (Gulbransen & Sharkey, 2009) and neuronal survival (Brown *et al*, 2016). We have identified P1, P2X and P2Y purinergic receptors in primary human EGCs in primary culture networks and the molecular identity of the reactive hEGC phenotype was revealed by LPS induction (Liñán‐Rico *et al*, 2016). Recent progress in the field suggests that EGC may represent “a new frontier in neurogastroenterology and motility” (Ochoa‐Cortes *et al*, 2016).

Overall, EGCs modulate motility, maintain gut homeostasis, and contribute to neuroinflammation in intestinal diseases and motility disorders (Gulbransen & Christofi, 2018). The latter includes postoperative gastrointestinal dysfunction and postoperative ileus (POI), a common clinical complication observed upon abdominal surgery that is characterized by a transient impairment of gastrointestinal (GI) function after surgery. POI is associated with increased morbidity in patients, and despite implementation of enhanced recovery protocols for elective colorectal surgery (Hedrick *et al*, 2018), no good treatment option exists. POI remains a huge health care problem costing billions of dollars in extended hospitalizations (Iyer *et al*, 2009). POI is well known to originate from postoperative neuronal dysregulation and is based on an inflammation of the muscularis externa (ME) (Wehner *et al*, 2007). Recently, we demonstrated that this postoperative inflammation involves EGC reactivity (Stoffels *et al*, 2014), but the molecular identity of the induction and trigger mechanisms of EGC activation are not fully understood.

Herein, we tested the hypothesis that surgical manipulation and trauma triggers ATP release that drives enteric gliosis and intestinal inflammation leading to impairment of motility in POI. We accessed the relevance of reactive EGC in human bowel specimens and the well characterized mouse model of acute posttraumatic bowel inflammation resulting in POI. By transferring the discovered mechanistic insights to a clinically relevant treatment option of selective purinergic receptor antagonism with ambroxol, a newly identified P2X2 antagonist “drug”, we confirmed the potential therapeutic importance of ATP‐activated EGCs for inflammation‐induced POI that may be relevant to other motility disorders.

## Results

Enteric glial cells respond to injury and inflammation and contribute to damage and regenerative processes (Grubišić & Gulbransen, 2017). Our investigation uncovered a purinergic pathway in reactive murine and human EGCs involved in the response to surgical trauma and inflammation.

### ATP induction of a reactive EGC phenotype is dependent on a p38 MAPK signaling pathway

To evaluate enteric glia reactivity, we applied ATP, a trigger of purinergic signaling and an inflammatory mediator, to primary msEGC in culture. Our msEGC cultures were highly enriched in GFAP‐expressing cells (mean, 86 ± 2%, Fig EV1A) that also showed Sox10 and S100β immunoreactivity (Fig EV1B) representing the main EGC phenotype seen *in vivo* (Boesmans *et al*, 2015) and enriched glial marker expression (Appendix Fig S1A).

**Figure EV1:**
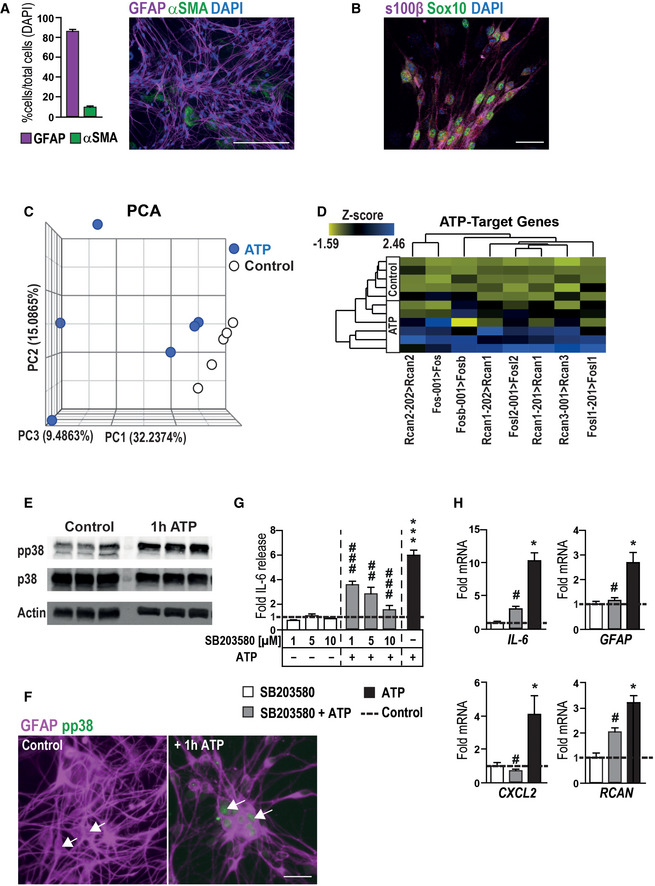
ExATP induces gliosis in enteric glia cells Histological analysis of EGC culture purity by quantification of EGCs and fibroblasts *in vitro*. Representative immunofluorescence image shows GFAP (violet)‐positive EGCs and α smooth muscle actin (αSMA, green)‐positive fibroblasts with DAPI as counterstain. Scale bar 50 µm.Representative immunofluorescence image of s100β (violet)‐ and Sox10 (green)‐positive EGCs with DAPI as counterstain. Scale bar 10 µm.PCA plot of gene expression by ATP‐treated and untreated EGCs. Blue circles represent ATP‐treated EGC cultures, and white circles are matching controls; *n* = 5–6, respectively.Heat map of ATP‐target genes, showing a collection of known target genes of ATP signaling (*n* = 5–6, msEGCs).Representative Western blots of phospho‐p38‐MAPK (pp38) and p38‐MAPK (p38) in 1 h ATP‐treated EGCs. Actin was used as loading control (*n* = 3, msEGCs).Representative images of GFAP (violet)‐ and phospho‐p38‐MAPK (pp38, green)‐positive msEGCs with or without ATP treatment (100 µM) for 1 h. White arrows show pp38‐positive (ATP‐treated) or negative (untreated) EGCs. Scale bar is 10 µm.Effect of p38 inhibition on ATP‐induced IL‐6 release. Cells were treated with the p38‐MAPK inhibitor SB203580 (1, 5, 10 µM) alone or together with ATP (100 µM) for 24 h. ELISA measurement of IL‐6 in msEGCs supernatants (*n* = 7–22, msEGCs).Effect of p38 inhibition on ATP induced mRNA expression of gliosis markers in msEGCs. Cells were treated with SB203580 (10 µM) alone or together with ATP (100 µM) for 6 h (*n* = 4, msEGCs). Data information: In (A), data are represented as percentage + SEM normalized to the total cell numbers, *n* = 8, msEGCs. In (G and H), data are represented as fold induction + SEM. Statistics were done in (G and H) by applying unpaired Student's *t*‐test and one‐way ANOVA with a subsequent Bonferroni test. * indicates significance to control, and # indicates significance to the ATP treatment with */^#^ *P* < 0.05, ^##^ *P* < 0.01, and ***/^###^ *P* < 0.001. Source data are available online for this figure.

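Primary mouse enteric glial cell cultures (msEGCs) were treated with 100 µM ATP for 6 h or left untreated, and libraries of 6 ATP-treated and 5 control cultures were compared. The treatment field of the sample labels names 100 µM ATP for all 11 libraries, controls included, so the groups were taken from the library titles, whose group sizes match the legend of Fig 1A. Libraries were made with the QuantSeq 3′ mRNA-Seq kit, which reads the last exon and the 3′ untranslated region of a polyadenylated transcript. Isoforms that end in the same 3′ exon are therefore hard to tell apart, and a value below belongs to the transcript name the authors assigned. The values are those of the authors' deposited tables, made in Partek, with a mean per group, a ratio of the group means, a p-value and a step-up adjusted p for each transcript. The legend of Fig 1A names a limma-trend model. The tables give no value per library, so the depth of each library is unknown here, and no standard deviation, standard error or left-out library can be given. No source used here states how the values were scaled. From the values themselves, 4 of the 5 transcript tables appear to be scaled for library depth and are called depth-scaled below, and the table of gliosis genes appears not to be. Totals of the gliosis table over all libraries ranged from 14.8 to 393168 estimated counts per transcript, with a median of 1304. A transcript was called when its adjusted p was under 0.05 and its fold change at least 1.5, the thresholds of the Methods. Splits of called transcripts into higher and lower were compared here by Fisher's exact test. Library codes fell into 3 series in the labels, of which 1 held 3 ATP libraries alone, 1 held 2 control libraries alone and 1 held 3 libraries of each group. Without values per library, the series and the treatment could be separated in no fit.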

RNA‐Seq analysis of the glial transcriptome identified the unique gene dysregulation profile induced by ATP in msEGCs. We found profound changes in msEGC gene expression with 2,027 up‐regulated and 2,218 down‐regulated genes after ATP stimulation (fold change ≥ 1.5; *P*‐value: < 0.05, Fig 1A and principal component analysis shown in Fig EV1C). Therefore, ATP caused up‐regulation in 10% and down‐regulation in 11% of total glial transcriptome. 

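After ATP, 577 transcripts were called higher and 615 lower in the authors' deposited table of significant genes, and these called transcripts belong to 1079 genes. Among called transcripts of this table with a group mean of at least 10, the authors' deposited table has the highest fold for Akr1c18-002, a hydroxysteroid dehydrogenase, at 41.0-fold (adjusted p = 0.0198), followed by Ramp3-001, a partner of the calcitonin receptor-like receptor, at 38.0-fold (adjusted p = 0.00612). Both folds rest on control means near 0, 0.259 and 0.353 in the authors' deposited table, and the nuclear receptor Nr4a3-004 was 27.8-fold higher on a control mean of 1.66, with the smallest adjusted p of the authors' deposited table (0.000142). With a pseudocount of 1 added to both means, an alternative chosen after seeing the data, Akr1c18-002 falls to 9.25-fold, Ramp3-001 to 10.6-fold and Nr4a3-004 to 17.7-fold, which is then the highest. Procr-002, the endothelial protein C receptor, was 12.4-fold higher and Dio2-201, which activates thyroid hormone, 10.9-fold higher in the authors' deposited table. Under the same limit on the group mean, the largest decreases in the authors' deposited table of significant genes were those of Serpina3g-001, a serine protease inhibitor with close paralogs, at 10.1-fold (adjusted p = 0.0290), and of Dkk2-001, a secreted Wnt modulator, at 8.11-fold (adjusted p = 0.0223). With the pseudocount, Serpina3g-001 is at 8.28-fold and still the largest decrease, and Dkk2-001 is at 5.65-fold. Osr1-201, a transcription factor, was 6.15-fold lower and Gucy1a3-001, a subunit of soluble guanylate cyclase, 6.14-fold lower in the authors' deposited table.

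The gene lists made here were fixed before the deposited data were examined, but after the supplement's copy of part of these values had been opened. Of 31 oxidative stress genes under NRF2 control, 13 were called higher, none was called lower and 18 were not called. This split differed from that of the other called genes, of which 516 were higher and 550 lower (two-sided Fisher's exact test, p = 8.76e-05, adjusted p = 0.000438 over 5 lists). In the authors' deposited table, Gclc-001, the catalytic subunit of glutathione synthesis, was 6.27-fold higher (adjusted p = 0.0119), and the sulfiredoxin Srxn1-001 was 5.30-fold higher (adjusted p = 0.000673). The quinone reductase Nqo1-001 was 4.06-fold higher in the authors' deposited table. Of 37 splicing factors and their kinases, 6 were called higher and none lower (adjusted p = 0.0342, the same test), with Rbm39-021 at 2.61-fold and Hnrnpdl-001 at 1.80-fold in the authors' deposited table. Extracellular matrix genes had 1 call higher and 4 lower (adjusted p = 0.374), led by Col3a1-004 at 4.57-fold (2.55-fold with the pseudocount) and Fn1-011 at 3.98-fold lower in the authors' deposited table. Col3a1-004 had low means, 0.767 after ATP and 3.51 in control cells. Folds of such single transcripts need not stand for the whole gene. Fewer than 5 members were called, too few for the test, in the lists of integrated stress and unfolded protein response genes (2 higher, 1 lower), matrix proteases and their inhibitors (1 higher, 3 lower), cell cycle genes (2 higher) and proteasome subunits (3 higher). Of markers of other cells that such a culture could hold, 3 fibroblast and 2 smooth muscle markers were called lower and none higher, 3 enteric neuron markers were called higher, and no macrophage, endothelial or enteric glia marker was called in either direction. A member that was not called can have been undetected, unchanged or left out of the authors' deposited table, in which the p-values lie below 0.01 apart from 1 Gfap transcript.

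**Figure D1:**
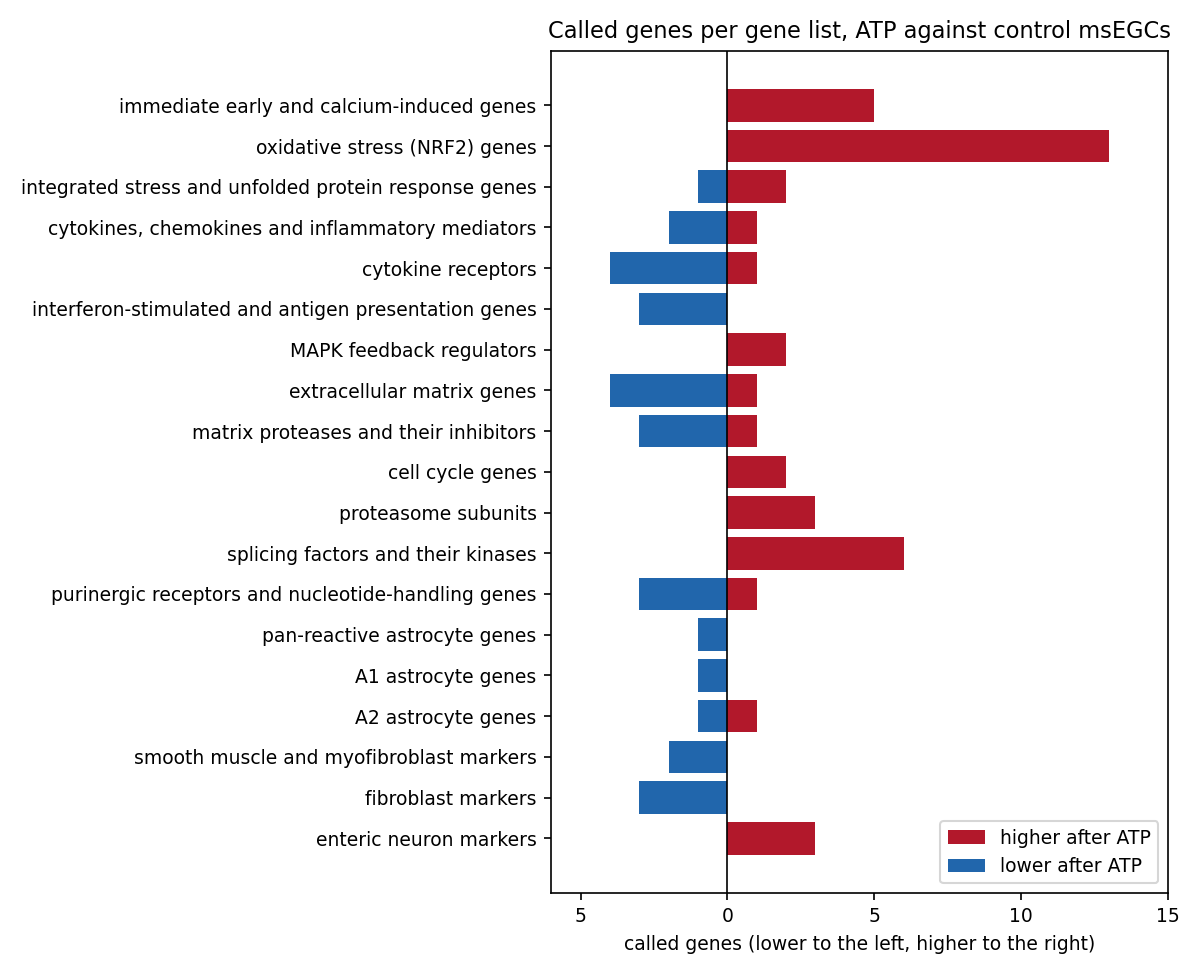
Called genes per gene list, 1 transcript per gene, for ATP-treated against control msEGCs. Bars to the right count genes higher after ATP and bars to the left genes lower after ATP, with 13 oxidative stress genes to the right and none to the left.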

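The step-up adjusted p at the smallest p-value of the authors' deposited table corresponds to 19336 transcripts tested. For 878 of 2070 transcripts, this number gives a rank that is whole to within 1e-05. The called transcripts were 2.98% of these 19336 on the higher side and 3.18% on the lower side. At any fold, an adjusted p under 0.05 was reached by at least 1339 transcripts, the rank of the last listed transcript under 0.05 in the authors' deposited table. All transcripts listed in the authors' deposited table of significant genes, which passed a fold change of 1.5, made up 5.11% higher (989 transcripts) and 5.60% lower (1082 transcripts). Transcripts and not genes were counted: the rows came from 1829 genes, and 11 of these had transcripts in both directions. The paper's reported counts, 2027 and 2218, are 10.5% and 11.5% of 19336. From its counts, the paper reasons that ATP raised 10% and lowered 11% of the glial transcriptome, and it does not state the total behind these shares.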

Induction of genes, known to be expressed in direct response to ATP, including members of the regulator of calcineurin (*RCAN)* (Canellada *et al*, 2008) and *FOS* (Pacheco‐Pantoja *et al*, 2016) gene families were confirmed by both RNA‐Seq and qPCR (Figs 1H and EV1D). 

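Fosl1-201, which encodes the FOS family protein FRA1, had a mean of 32.5 after ATP and 3.53 in control cells on the depth-scaled values of the authors' deposited table, which is 9.20-fold higher (adjusted p = 0.00247). Rcan1-201, a transcript of an inhibitor of calcineurin, was 1.65-fold higher in the authors' deposited table (adjusted p = 0.0288), with means of 31.3 and 19.0. Its other listed transcript, Rcan1-202, was at 1.83-fold in the authors' deposited table and did not pass the adjusted threshold (adjusted p = 0.0875). In GENCODE M21 (GRCm38), Fosl1 lies on chromosome 19 from 5447547 to 5455946 on the plus strand, and Rcan1 on chromosome 16 from 92391953 to 92470867 on the minus strand. The build used by the authors is not given in the sources used here. Fos, Fosb, Fosl2, Rcan2 and Rcan3 have no row in the authors' deposited tables. They can have been undetected, unchanged or left out, so no value is given for them. Of 27 listed immediate early and calcium-induced genes, 5 were called higher, none lower and 22 were not called (two-sided Fisher's exact test against the other called genes, p = 0.0281, adjusted p = 0.0468 over 5 lists). Fosl1 and Rcan1 are among the 5, with the orphan nuclear receptor Nr4a2-002 at 2.60-fold (adjusted p = 0.00613) and Jun-001, a partner of FOS proteins in AP-1, at 1.75-fold (adjusted p = 0.0259) in the authors' deposited table.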

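Gene ontology (GO) terms were compared between 2023 genes of the authors' list and all 14784 annotated genes, from the gene counts that the authors' deposited table gives for each of 11920 terms. The sources used here do not name this list, and its number of genes is not that of the table of significant genes, so the odds ratios cannot be read as those of the called or the significant genes. Genes that bind RNA stood out: 215 of 982 genes annotated to RNA binding were in the list, an odds ratio of 1.86 (exact 95% confidence interval 1.58 to 2.18). The one-sided Fisher's exact test, recomputed here and adjusted over all terms, gave this term an adjusted p of 4.68e-10. Of genes annotated to the regulation of the MAPK cascade, 117 of 592 were in the list (odds ratio 1.59, adjusted p = 0.00225), and of those annotated to the regulation of cell motility 147 of 808 (odds ratio 1.43, adjusted p = 0.0119). Response to cytokine had 86 of 484 genes in the list, ATP binding 190 of 1196 and regulation of glial cell proliferation 10 of 34. These last 3 terms passed an unadjusted p of 0.05, at 0.00595, 0.0127 and 0.0130, but not the adjustment, at 0.189, 0.293 and 0.297. Their odds ratios were 1.38, 1.21 and 2.64, with exact 95% intervals of 1.07 to 1.75, 1.02 to 1.43 and 1.12 to 5.73. Over all terms, 196 passed the adjusted threshold and 1160 the unadjusted one, which chance alone would let up to about 596 terms pass. Terms overlap, so they are not independent. The term with the smallest p was nucleus, with 860 of 5085 genes (odds ratio 1.49, adjusted p = 2.36e-12). The counts do not separate genes that were higher from genes that were lower.

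**Figure D2:**
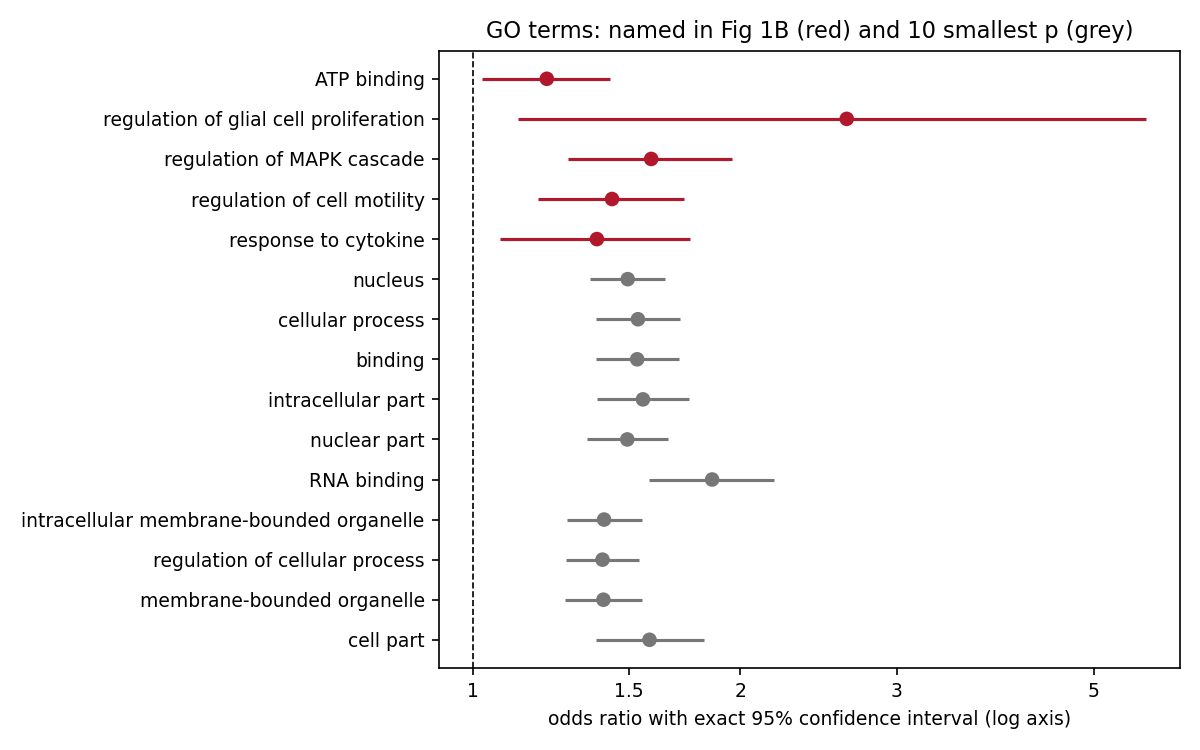
Odds ratio of each GO term for being in the authors' list of genes, on a log axis, with its exact 95% confidence interval. Red points are the 5 terms of Fig 1B and grey points the 10 terms with the smallest p, and the interval of glial cell proliferation, with 34 genes, is the widest.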

Gene ontology (GO) enrichment analyses demonstrated a general glial activation in ATP‐treated msEGCs showing enriched genes for “ATP binding” and “glial proliferation” (Fig 1B and Appendix Fig S1B). 

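Among genes of the MAPK cascade, Ramp3 was joined by Fbxw7-002, a ubiquitin ligase subunit, at 4.84-fold higher (adjusted p = 0.0283) and by Dusp10-001, a phosphatase that inactivates p38 and JNK, at 2.82-fold higher (adjusted p = 0.0469) in the authors' deposited table. The growth factors Gdf6-001 and Fgf18-002 were 5.47-fold (adjusted p = 0.0136) and 4.44-fold (adjusted p = 0.0321) lower in the authors' deposited table, and the growth hormone receptor transcript Ghr-003 was 5.04-fold lower (adjusted p = 0.0183). Over the whole table, which has 228 transcripts of 117 genes, 20 transcripts were called higher, 41 were called lower and 167 were not called. The share higher, 32.8% (exact 95% interval 21.3% to 46.0%), lay below the 49.2% of all other called transcripts (two-sided Fisher's exact test, p = 0.0125, adjusted p = 0.0376 over 3 tables). This call did not hold after the same adjustment with 1 transcript per gene (adjusted p = 0.121) or at an unadjusted p under 0.05 per transcript (adjusted p = 0.0825). In the MAPK feedback regulator list, Dusp10 and Dusp16-005 (1.58-fold in the authors' deposited table) were called higher, none was called lower and 18 were not called.

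Of cytokine response transcripts, 22 were called higher and 32 lower among 174 transcripts of 86 genes, a share higher of 40.7% (exact 95% interval 27.6% to 55.0%), which did not differ from the rest in the same test (p = 0.267, adjusted p = 0.401). Nfe2l2-002, a transcript of the gene for NRF2, was 7.02-fold higher (adjusted p = 0.0109) on a control mean of 0.553, or 3.14-fold with a pseudocount of 1 added after seeing the data, and Gclm-002, the modifier subunit of glutathione synthesis, 3.12-fold higher (adjusted p = 0.0221) in the authors' deposited table, while Ifi205-001, an interferon-activated gene, was 5.41-fold lower (adjusted p = 0.0334). Of 23 cytokine receptor genes, 1 was called higher and 4 lower (adjusted p = 0.374 over 5 lists), the latter including Osmr-001 at 3.23-fold and Lifr-203 at 2.84-fold in the authors' deposited table. Interferon-stimulated and antigen presentation genes had 3 calls, all lower, among them Ifit3-001 at 2.89-fold in the authors' deposited table. In the table of significant genes, the list of cytokines, chemokines and inflammatory mediators had 1 call higher, Ptgs2-001 at 5.12-fold in the authors' deposited table, and 2 lower, Cxcl12-002 at 2.86-fold and Tgfb3-201 at 2.12-fold. Cxcl2, on the same list, has no row there and was called higher in the gliosis table.

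Of cell motility transcripts, 48 were called higher and 58 lower among 325 transcripts of 176 genes (45.3% higher, exact 95% interval 35.6% to 55.2%, p = 0.542 in the same test). Cyld-004, a deubiquitinase, was 12.7-fold higher (adjusted p = 0.0126) in the authors' deposited table, on a control mean of 0.329, and is at 3.89-fold with a pseudocount of 1, an alternative chosen after seeing the data. Hic1-001, a transcriptional repressor, was 4.55-fold lower (adjusted p = 0.0243) and Fhl2-001, a LIM domain protein, 4.13-fold lower (adjusted p = 0.0376) in the authors' deposited table. The 3 tables hold genes chosen on these samples, each with a transcript at a p under 0.01, so their counts are not independent evidence of a response. The motility table has 176 genes, while 147 genes of the GO list were annotated to the regulation of cell motility, so these are not the same set. The cytokine and MAPK tables have 86 and 117 genes, the same numbers as the GO list has for these terms. Whether they are the same genes was not checked.

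**Figure D3:**
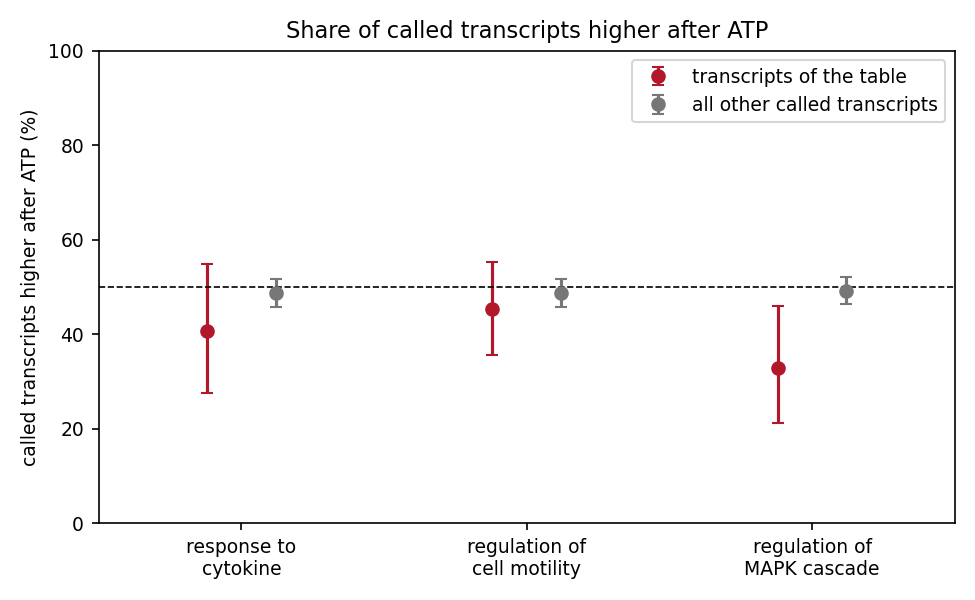
Percent of called transcripts that were higher after ATP in the cytokine response, cell motility and MAPK tables (red) and among all other called transcripts (grey). Error bars are exact 95% binomial intervals, and only the MAPK interval, 21.3% to 46.0%, lies wholly below 50%.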

Importantly, challenge with ATP induced genes involved in the regulation of cell motility, cytokine response genes (Fig 1C and D and Dataset EV1) and the mitogen‐activated protein kinase (MAPK) pathways (Fig 1E and Dataset EV1) underlining the transition of msEGCs to an activated immune phenotype, also referred to as “*gliosis”*. The term gliosis is commonly used to describe reactive astrocytes, the CNS counterparts to EGCs. Transcriptionally, gliosis is characterized by the up‐regulation of a particular gene set, including, inflammatory response genes. To analyze the reactivity of the EGCs, we created a new GO term for gliosis based on all recent reports discussing CNS gliosis induced by inflammatory stimuli *in vivo* and *in vitro* (Zamanian *et al*, 2012; Hara *et al*, 2017; Liddelow *et al*, 2017; Fujita *et al*, 2018; Mathys *et al*, 2019; Rakers *et al*, 2019; Schirmer *et al*, 2019). 

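The gliosis list holds 222 transcripts of 125 genes in the authors' deposited table. Its values are on another scale from the other tables. In the gliosis table, 43 transcripts have whole-number sums in both groups, to within 0.001, as counts do, and none has them elsewhere. For the 49 transcripts listed both here and in a depth-scaled table, the means were 11.7 times as large for ATP and 10.1 times as large for control. The ratio of ATP to control was therefore larger in the gliosis table, by a median factor of 1.16 (SD 0.0574 across the 49 transcripts, range 0.977 to 1.27), and 48 of the 49 lay above 1. Increases in this table are thus larger, and decreases smaller, than on the depth-scaled values. Its adjusted p-values correspond to 25469 transcripts tested. Of the 49 shared transcripts, 10 were called in the gliosis table and 19 on the depth-scaled values, with 10 called on both. For 2 Gfap transcripts, the deposited total is the sum of the group means times their libraries only when the means of ATP and control change places (relative difference under 1e-06), so these 2 rows do not settle the direction, which is higher as listed and in the paper's qPCR of GFAP (Fig 1G).

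**Figure D4:**
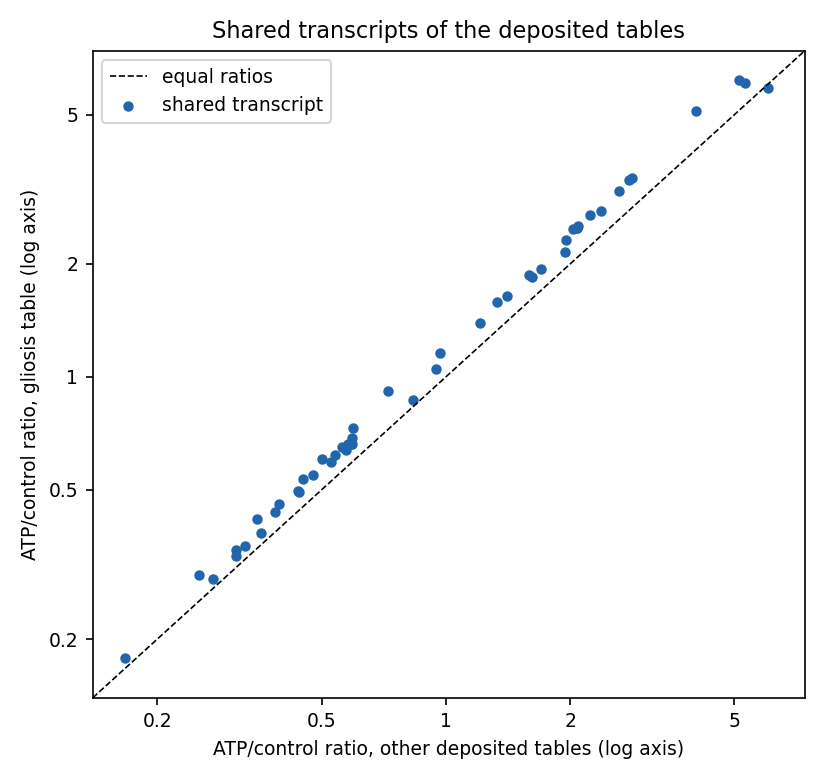
Ratio of the ATP mean to the control mean for 49 transcripts listed both in the gliosis table (vertical log axis) and in a depth-scaled table (horizontal log axis). Points above the dashed line of equal ratios, 48 of 49, have the larger ratio in the gliosis table.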

Notably, we found that many gliosis‐related genes are also regulated in ATP‐activated msEGCs (Fig 1F, Appendix Fig S1C and Dataset EV1). 

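Of the 222 gliosis transcripts, 10 were called higher and 2 lower in the authors' deposited table, and 210 were not called. When adjusted over the list alone, 16 were higher and 8 lower. The list comes from published reports on astrocytes and not from these samples. Beside Cxcl2, the largest increases of called transcripts in the authors' deposited table were the following: Ptgs2-001, which encodes COX-2, was 6.17-fold higher (adjusted p = 0.0299), Srxn1-001 6.07-fold higher (adjusted p = 3.70e-05) and the neuropeptide precursor Vgf-201 5.12-fold higher (adjusted p = 0.0424). Lgals3-003, a galectin, was at 3.39-fold, the TWEAK receptor Tnfrsf12a-202 at 3.34-fold, the stress cytokine Gdf15-002 at 3.13-fold and glutathione reductase Gsr-001 at 2.70-fold in the authors' deposited table. Pvr-001, a cell adhesion receptor, was 2.76-fold higher (adjusted p = 0.00436) and Rfc3-006, a DNA replication factor, 2.48-fold higher (adjusted p = 0.0424) in the authors' deposited table. Both transcripts called lower belong to Sphk1, a kinase that makes sphingosine-1-phosphate. Sphk1-001 was 11.7-fold lower (adjusted p = 0.0436) in the authors' deposited table, on an ATP mean of 1.82 estimated counts and with no row on the depth-scaled values. Of the other transcripts of Sphk1, neither of which was called, Sphk1-003 was at 3.56-fold lower (adjusted p = 0.328) and Sphk1-007 at 1.84-fold higher (adjusted p = 0.373) in the authors' deposited table, and Sphk1-007 has the highest group mean of the gene after ATP.

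At an unadjusted p under 0.05, 37 transcripts were higher and 50 lower, and 33 and 53 after the folds were divided by the depth factor between the tables. At that level the authors' deposited table has S100a8-001, a calcium-binding protein of inflammation, at 7.00-fold higher (adjusted p = 0.142), Adamts5-201, a matrix protease, at 5.63-fold lower (adjusted p = 0.0509) and Igfbp3-001 at 3.29-fold lower (adjusted p = 0.114). On the depth-scaled values, Adamts5-201 was called, at 5.98-fold lower in the authors' deposited table (adjusted p = 0.0321). Osmr-001 and Amigo2-201 were likewise called lower on the depth-scaled values alone. The split of 10 higher and 2 lower thus holds for the unscaled values. The 19 shared transcripts called on the depth-scaled values were not split by direction here. Of the gliosis transcripts, 39 (17.6%) were among the significant genes, against 10.6% of all other transcripts tested, an odds ratio of 1.79 (exact 95% interval 1.23 to 2.55, one-sided Fisher's exact test, p = 0.00131). Counting called transcripts alone gave 19 and an odds ratio of 1.43 (the same exact test, p = 0.0926). By genes, 32 of 125 (25.6%) were among the significant genes, against 12.3% of the other annotated genes. That odds ratio was 2.46 (exact 95% interval 1.59 to 3.73, the same exact test, p = 3.91e-05). These tests take every gliosis transcript or gene as tested on the depth-scaled values. The significant genes counted here include the Gfap-201 row, a copy from the gliosis values that adds to the overlap by construction. The test by genes takes all 1829 significant genes to be among the 14784 annotated genes. In lists of reactive astrocyte genes counted in the table of significant genes, pan-reactive genes had 1 call, Osmr, which was lower, A1 genes had 1, Amigo2-201, at 2.53-fold lower in the authors' deposited table, and A2 genes had 1 higher, Ptgs2, and 1 lower, Sphk1.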

Quantitative PCR confirmed the up‐regulation of key markers of gliosis including *GFAP* and *NESTIN* (Fig 1G) as well as inflammatory mediators like *CXCL2* and *IL‐6* (Fig 1I and J). The latter has been shown to be an important EGC‐derived cytokine released upon IL‐1β stimulation during surgical trauma (Stoffels *et al*, 2014). Our data confirmed a robust dose‐dependent and statistically significant increase in the levels of IL‐6, in both mRNA and protein (Fig 1J and K) upon ATP stimulation, indicating a prominent role of IL‐6 in activated EGCs, subsequently making it a reliable marker in enteric gliosis and a central part of our further investigations. To efficiently analyze and describe the glia transformation to a reactive phenotype, we chose six targets; *NESTIN* and *GFAP*, two structural glia genes; *IL‐6* and *CXCL2*, two inflammatory mediators and *FOSb* and *RCAN*, two transcriptional targets of ATP signaling, as a reliable gliosis marker panel developed from our in silico‐based method to further evaluate purinergic enteric gliosis in subsequent studies.

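Of the panel's genes, Cxcl2-002, a neutrophil chemokine, was 12.8-fold higher in the authors' deposited table of gliosis genes, with a mean of 22.9 estimated counts after ATP and 1.79 in control cells (adjusted p = 0.0213). The fold of Cxcl2-002 rests on few control counts, and control means of shared transcripts were 10.1 times as large here as on the depth-scaled values. Cxcl2-002 has no row on the depth-scaled values, so its call rests on the gliosis table alone. Il6-001 was at 5.88-fold higher, from a mean of 21.5 to 127 estimated counts, and did not pass the adjusted threshold in the authors' deposited table (adjusted p = 0.0785). On the depth-scaled values it was at 6.02-fold (adjusted p = 0.0664) in the authors' deposited table. Its second transcript, Il6-003, was at 1.16-fold lower in the authors' deposited table of gliosis genes (adjusted p = 0.609). Nes-001 was at 2.06-fold higher (adjusted p = 0.0914) and Nes-003 at 1.03-fold higher (adjusted p = 0.963) in the authors' deposited table. Divided by the depth factor between the tables, the fold of Nes-003 turns to 1.12-fold lower. The direction of Gfap is not settled by the authors' deposited table. It lists Gfap-201 at 1.67-fold higher (adjusted p = 0.163) and Gfap-001 at 1.76-fold higher (adjusted p = 0.204), but the totals of both rows in the authors' deposited table, 926.266 and 3013.73, equal 5 times the ATP mean plus 6 times the control mean, while every other total is 6 times the ATP mean plus 5 times the control mean. The paper reports up-regulation of GFAP by qPCR (Fig 1G), the direction as listed. If the means were exchanged, Gfap-201 would be 1.67-fold and Gfap-001 1.76-fold lower, or 1.94-fold and 2.04-fold lower after division by the depth factor. Thus Cxcl2 alone among these 4 genes was called. The paper's qPCR has NESTIN and IL-6 up-regulated too (Fig 1G and Fig 1J). Of the panel's other targets, Fosb has no row and Rcan1-201 was called higher in the authors' deposited table (adjusted p = 0.0288). In GENCODE M21 (GRCm38), Cxcl2 lies on chromosome 5 from 90903871 to 90905938 and Il6 on chromosome 5 from 30013114 to 30019981, both on the plus strand. Nes lies on chromosome 3 from 87971078 to 87980451 on the plus strand and Gfap on chromosome 11 from 102887336 to 102900912 on the minus strand. All 4 are protein-coding genes.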

**Figure 1:**
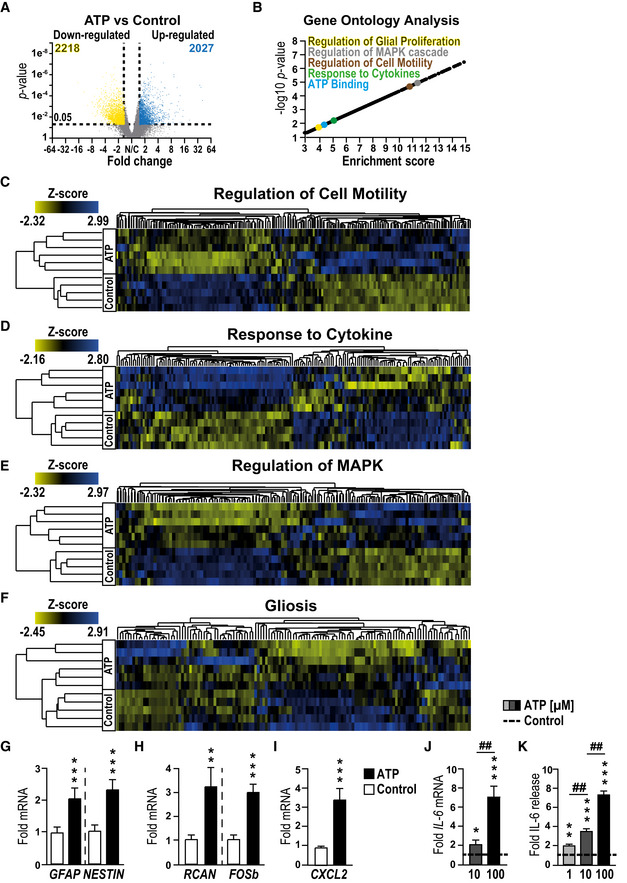
ATP induces a gliosis in msEGCs AVolcano plot showing significantly regulated genes between control and ATP‐treated msEGCs.BVisual representation of GO terms associated with enriched genes in ATP‐treated msEGCs compared to control.C–FHeat maps of indicated GO terms in ATP‐treated msEGCs compared to control.G–IqPCR analysis of indicated gliosis genes in ATP‐treated EGCs.JqPCR analysis of *IL‐6* in msEGCs that were treated for 6 h with ATP.KIL‐6 protein levels in supernatants from msEGCs collected after 24 h treatment with ATP. Data information: In (A), data are shown as fold change > 1.5, *P*‐value < 0.05; (*n* = 5 for untreated and *n* = 6 for ATP‐treated EGCs). In (G–K), data are shown as fold change + SEM. (G–I) *n* = 6–9, msEGCs. (J) *n* = 4–9, msEGCs. (K) *n* = 6–18, msEGCs. In (A–I): ATP concentration was 100 µM. In (J, K), ATP concentration was 1, 10, or 100 µM. Statistics were performed by applying unpaired Student's *t*‐test (G–K) and/or one‐way ANOVA with a subsequent Bonferroni test (J and K). In (A) a limma‐trend pipeline model and in (B) the Fishers exact test were performed. * indicates significance to control, and ^#^ indicates significance to ATP treatment with *P < 0.05, **/^##^ *P* < 0.01 and ***P < 0.001.

Given that ATP treatment led to an activation of MAPK pathways (Fig 1E), we investigated the involvement of p38‐MAPK, an important molecular switch of inflammatory pathways and astrogliosis in the central nervous system (Roy Choudhury *et al*, 2014). ATP was shown to elevate phospho‐p38‐MAPK protein (Fig EV1E) which is strongly localized in the nucleus of GFAP‐positive msEGCs, absent in untreated msEGCs (Fig EV1F). Furthermore, ATP‐induced IL‐6 protein release was dose‐dependently suppressed using the p38‐MAPK‐inhibitor SB203580 (Fig EV1G); qPCR confirmed the transcriptional reduction of IL‐6 and other gliosis markers like *GFAP*, *CXCL2,* and *RCAN* (Fig EV1H).

Altogether, our data demonstrate that EGC gliosis can be triggered by ATP and induction of enteric gliosis depends on activation of the p38‐MAPK signaling pathway.

### P2X receptors mediate the ATP‐triggered IL‐6 release from msEGC

ATP can be enzymatically dephosphorylated and is, together with its metabolites ADP and adenosine, able to signal via multiple purinergic receptors. Those receptors, broadly divided into the P2X, P2Y and P1 classes (Galligan, 2008), make ATP's signaling repertoire rather complex. Many of these receptor subtypes have been identified in enteric glia, although their role in normal or disease states remains unclear (Ochoa‐Cortes *et al*, 2016; Grubišić & Gulbransen, 2017; Gulbransen & Christofi, 2018).

As a starting point to pinpoint the purinergic receptor subtype(s) involved in enteric gliosis, we performed pharmacological screening with various agonists and antagonists of the purinergic signaling system. In our analysis, adenosine failed to stimulate IL‐6 release from msEGCs, suggesting that the P1 class is not involved in the ATP‐induced phenotype (Fig EV2A). Next, we tested the non‐selective P2‐class antagonist suramin that showed a blockade of ATP‐dependent IL‐6 release in a concentration‐dependent manner (Fig 2A). Similar results were observed with PPADS, another P2 antagonist (Fig EV2B). Additionally, the degradation resistant ATP isoform and P2 agonist ATPγS, dose‐dependently increased the IL‐6 release with comparable or even stronger efficacy than ATP itself (Fig 2B) and induced the expression of established gliosis marker genes (data not shown). These findings indicated that ATP, but not ADP, AMP, adenosine or inosine are likely involved in ATP‐induced EGC gliosis, thereby limiting the involved receptors to members of the P2 class.

**Figure EV2:**
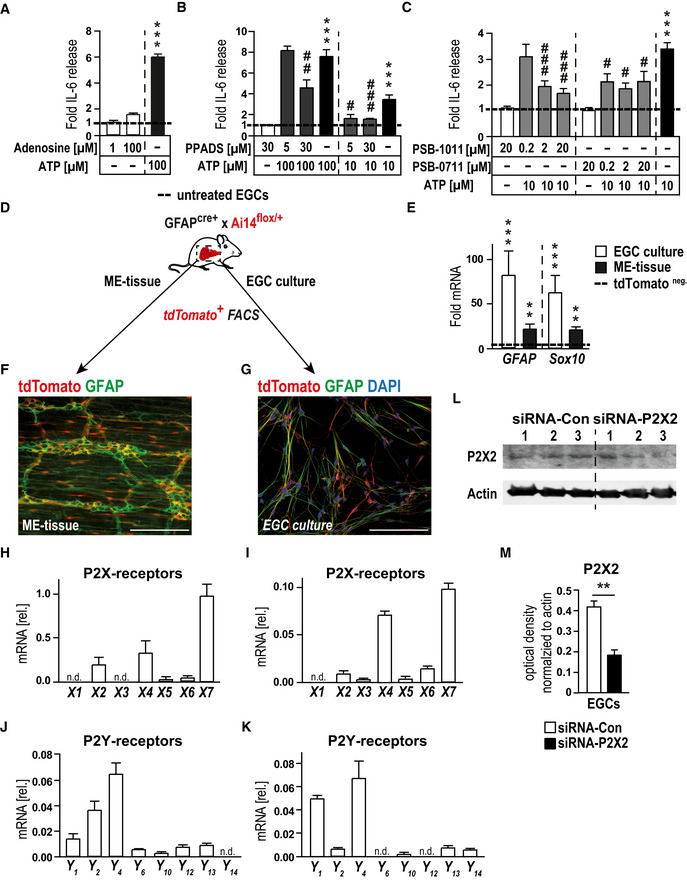
ATP‐induced gliosis is mediated by p38‐MAPK and P2X2‐purinergic signaling AIL‐6 release measurement by ELISA of IL‐6 in msEGCs. Cells were treated adenosine (1 and 100 µM) or with ATP (100 µM) for 24 h; *n* = 14–16, msEGCs.BProtein release measurement by ELISA of IL‐6 in msEGCs. Cells were treated with P2 antagonist PPADS (5, 30 µM) alone or together with ATP (10 or 100 µM) for 24 h; *n* = 11–12, msEGCs.CProtein release measurement by ELISA of IL‐6 in msEGCs. Cells were treated with P2X2 antagonist PSB‐1011 (0.2, 2, 20 µM) or PSB‐0711 (0.2, 2, 20 µM) alone or together with ATP (10 µM) for 24 h; *n* = 9–13, msEGCs.DSchematic overview of the isolation of msEGCs from small bowel muscularis externa of GFAP^cre^‐Ai14^fl/wt^ mice: FACS‐sorted tdTomato^+^ msEGCs were either analyzed directly (*ME‐tissue*) or in cultured msEGCs before tdTomato‐FACS‐sorting and further analysis; *n* = 3–6.EGene expression analysis by qPCR of *GFAP* and *Sox10* in msEGC cultures (*n* = 10) and mouse ME tissue (*n* = 10).F, GRepresentative images of co‐localization of GFAP (green) and tdTomato^+^ msEGC (red) in the ME and in cultured EGCs. Scale bars 50 µm.H–KqPCR analysis of P2‐purinergic receptors in msEGCs isolated from ME (H, J; *n* = 3) or from cultured cells (I, K; *n* = 6), respectively.L, MRepresentative Western blots of P2X2 in msEGCs transfected with siRNA‐control or siRNA‐P2X2 for 72 h together with an optical density measurement, see in M. Actin was used as loading control and normalization (*n* = 6, msEGCs). Data information: In (A–C and E), data are represented as fold induction + SEM. In (H–K), data are represented as mean + SEM normalized to *GAPDH* expression. In (M), data are represented as optical density + SEM normalized to actin expression. Statistics were done by applying unpaired Student's *t*‐test in (A‐C, M and E) or both by unpaired Student's *t*‐test and one‐way ANOVA with a subsequent Bonferroni test in (B and C). * indicates significance to control, and ^#^ indicates significance to the ATP treatment with ^#^ *P* < 0.05, **/^##^ *P* < 0.01, and ***/^###^ *P* < 0.001. Source data are available online for this figure.

**Figure 2:**
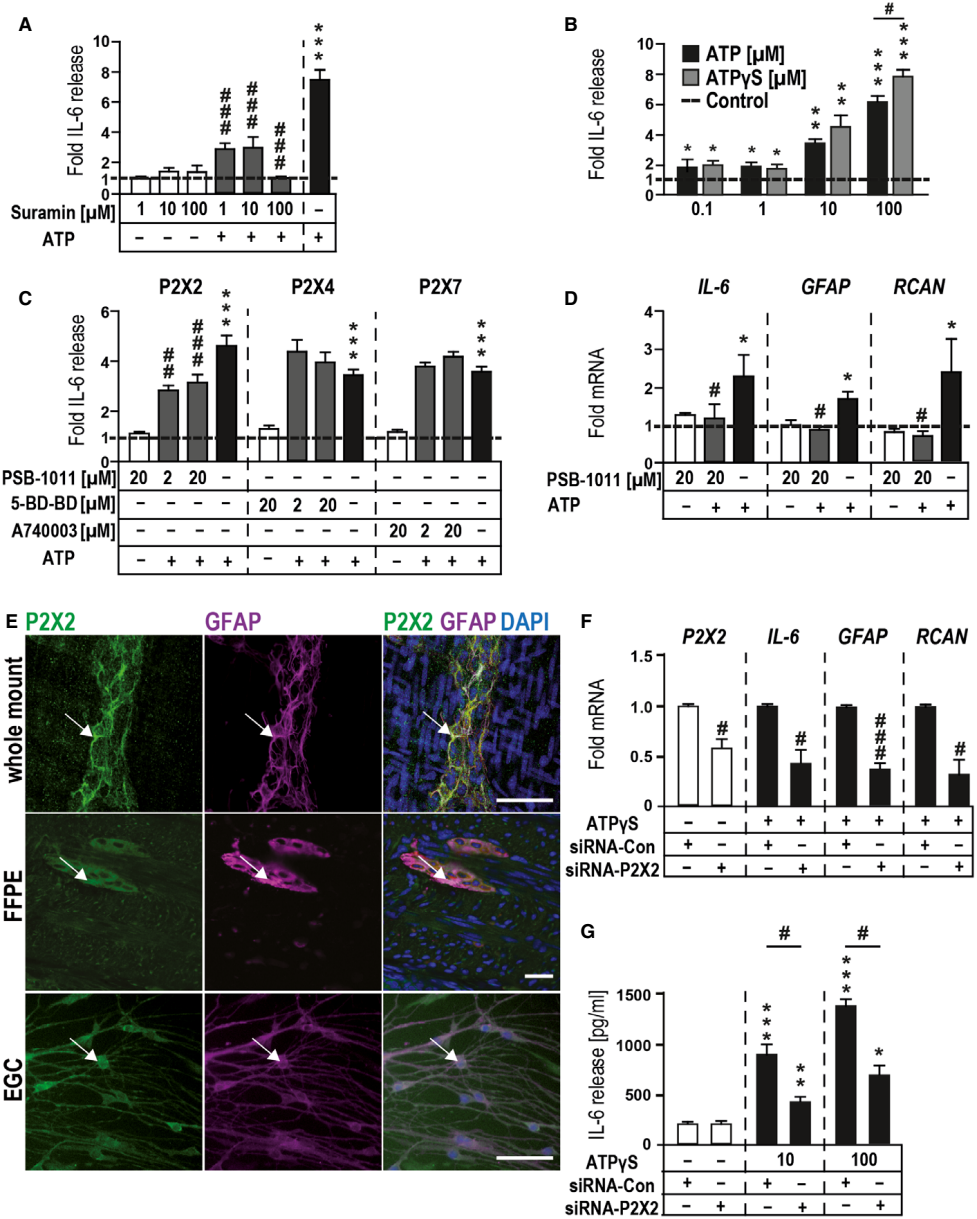
ATP‐induced gliosis is mediated by p38‐MAPK and selective purinergic signaling Effect of P2 receptor antagonism on ATP‐induced IL‐6 release. Cells were treated with P2 antagonist suramin (1, 10, and 100 µM) alone or together with ATP (100 µM) for 24 h.ATP‐induced IL‐6 release in msEGCs measured by ELISA. Cells were treated with the indicated concentrations of ATP and ATPɣS for 24 h.Effects of P2X antagonists on ATP‐induced IL‐6 release. Cells were treated for 24 h alone or together with ATP (100 µM) in absence or presence of P2X2, P2X4, and P2X7 antagonists PSB‐1011, 5‐BD‐BD, and A740003, respectively.P2X2 antagonism of ATP induced mRNA expression of *IL‐6*, *GFAP,* and *RCAN* by qPCR in msEGCs. Cells were treated with the P2X2 antagonist PSB‐1011 (20 µM) alone or together with ATP (10 µM) for 6 h.Representative confocal images of P2X2 (green)‐ and GFAP (violet)‐positive msEGCs *in vivo* and *in vitro*. White arrows mark double‐positive (white) cells. Scale bar 50 µm.P2X2‐siRNA reduces P2X2‐mRNA and dampens the gliosis gene expression after ATPɣS (100 µM) treatment for 6 h.P2X2‐siRNA reduces IL‐6 release after ATPɣS treatment (10, 100 µM) for 6 h. Data information: In (A–D and F), data are shown as fold induction + SEM and (G) as IL‐6 pg/ml + SEM, (A): *n* = 10–15, msEGCs; (B): *n* = 3–15, msEGCs; (C): *n* = 8–17, msEGCs; (D): *n* = 4, msEGCs; (E): *n* = 3–5, msEGCs; (F): *n* = 3–5, msEGCs; (G): *n* = 3–5, msEGCs. Statistics in (A–D, F, G) were performed by applying unpaired Student's *t*‐test and/or one‐way ANOVA with a subsequent Bonferroni test. * indicates significance to control, and ^#^ indicates significance to ATP treatment with */^#^ *P* < 0.05, **/^##^ *P* < 0.01, and ***/^###^ *P* < 0.001.

Next, a P2 receptor mRNA expression profile in msEGC was determined in cells isolated from GFAP^cre^ x Ai14^fl/wt^ mice, expressing tdTomato in all GFAP^+^ cells. Cells were either directly sorted upon ME digestion or sorted upon an intermediate cell culture period (Fig EV2D, F and G). Highly increased gene expression of *GFAP* and *Sox10* in tdTomato^+^ compared to tdTomato^−^ cells confirmed a successful enrichment of msEGC in both procedures (Fig EV2E). Comprehensive gene expression analyses of purinergic receptors in isolated EGC showed a distinct and comparable *ex vivo* and *in vitro* gene expression profile with three P2X receptor genes reaching the highest levels, exceeding not only P1 (Appendix Fig S2A and B), but also P2Y expression levels by several times. Accordingly, we directed our focus toward these P2X receptors expressed in enteric glia in the order P2X7 > P2X4 > P2X2 (Fig EV2H–K).

### P2X2 receptors mediate the ATP‐triggered EGC gliosis

P2X7 has been shown to be prominently involved in inflammatory processes. However, neither blockade of P2X7 receptors (Fig 2C) nor its activation with selective agonists (Appendix Fig S2C) could influence IL‐6 release in EGCs. While we made the same observation with a P2X4 antagonist, P2X2 antagonism by PSB‐1011 (Baqi *et al*, 2011) significantly decreased the ATP‐triggered IL‐6 release by around 40% (Fig 2C) and demonstrated a dose‐dependent inhibitory effect (Fig EV2C). Another P2X2 antagonist (PSB‐0711) tested at a lower ATP concentration supported the findings of PSB‐1011 (Fig EV2C). PSB‐1011 treatment also reduced the gliosis‐triggered mRNA expression of *IL‐6*, *GFAP,* and *RCAN* (Fig 2D). The absence of cleaved‐caspase 3 in msEGCs and no changes in the MTT signal after PSB‐1011 treatment confirmed that the reduced IL‐6 release and gene expression was not due to apoptosis or reduced cell viability (Appendix Fig S2D and E). To reinforce the pharmacological data with a P2X2 antagonist, we were able to confirm a strong P2X2 immunoreactivity in msEGCs (Fig 2E) with a specific P2X2 signal (Appendix Fig S2F) and used a genetic approach with P2X2‐siRNA to block the response. The efficiency of the P2X2 knockdown was confirmed on mRNA (Fig 2F) and protein level (Fig EV2L and M) and it reduced ATP‐induced gliosis marker expression on mRNA (Fig 2F) and protein level (Fig 2G).

Together, these pharmacological and siRNA data prove that ATP activates a P2X2 receptor to trigger msEGC gliosis. P1, P2Y or any other highly expressed P2X receptors are not likely to be involved in ATP‐triggered EGC gliosis.

### Surgical bowel manipulation in a mouse model of postoperative ileus induces ATP‐target gene expression and enteric gliosis

The next series of experiments were performed to investigate the role of ATP on EGC in an *in vivo* model of surgical intestinal manipulation (IM, Appendix Fig S3A) that induces enteric neuroinflammation in the ME and subsequently results in impaired gastrointestinal motility, clinically known as POI. Previous work of our group demonstrated that EGC are involved in POI pathogenesis (Stoffels *et al*, 2014). Hallmarks of POI are an increased IL‐6 release (Wehner *et al*, 2005), the infiltration of blood‐derived immune cells into the manipulated ME, activation of resident macrophages, and subsequent impairment of gastrointestinal (GI)‐transit (Appendix Fig S3B–D). To evaluate whether ATP is involved in the pathogenic mechanism of POI we first sought to measure ATP release in the peritoneal cavity in the lavage fluid to test whether it was elevated after IM. Here, we detected a time‐dependent increase of ATP release after IM (Fig 3A). Simultaneously, gene expression of the ATP degrading enzymes *ENTPD2*, *ENTPD8* and *CD73* decreased, indicating a shift in postoperative ATP metabolism that may favor higher extracellular ATP levels that can further activate EGCs (Fig EV3A). In the early phases of POI, immunohistochemistry showed FOSb^+^/Sox10^+^ cells in enteric ganglia (Fig EV3B) and strong induction of *FOSb* and *RCAN* gene expression by qPCR (Fig 3H) indicating active ATP signaling in EGC.

**Figure 3:**
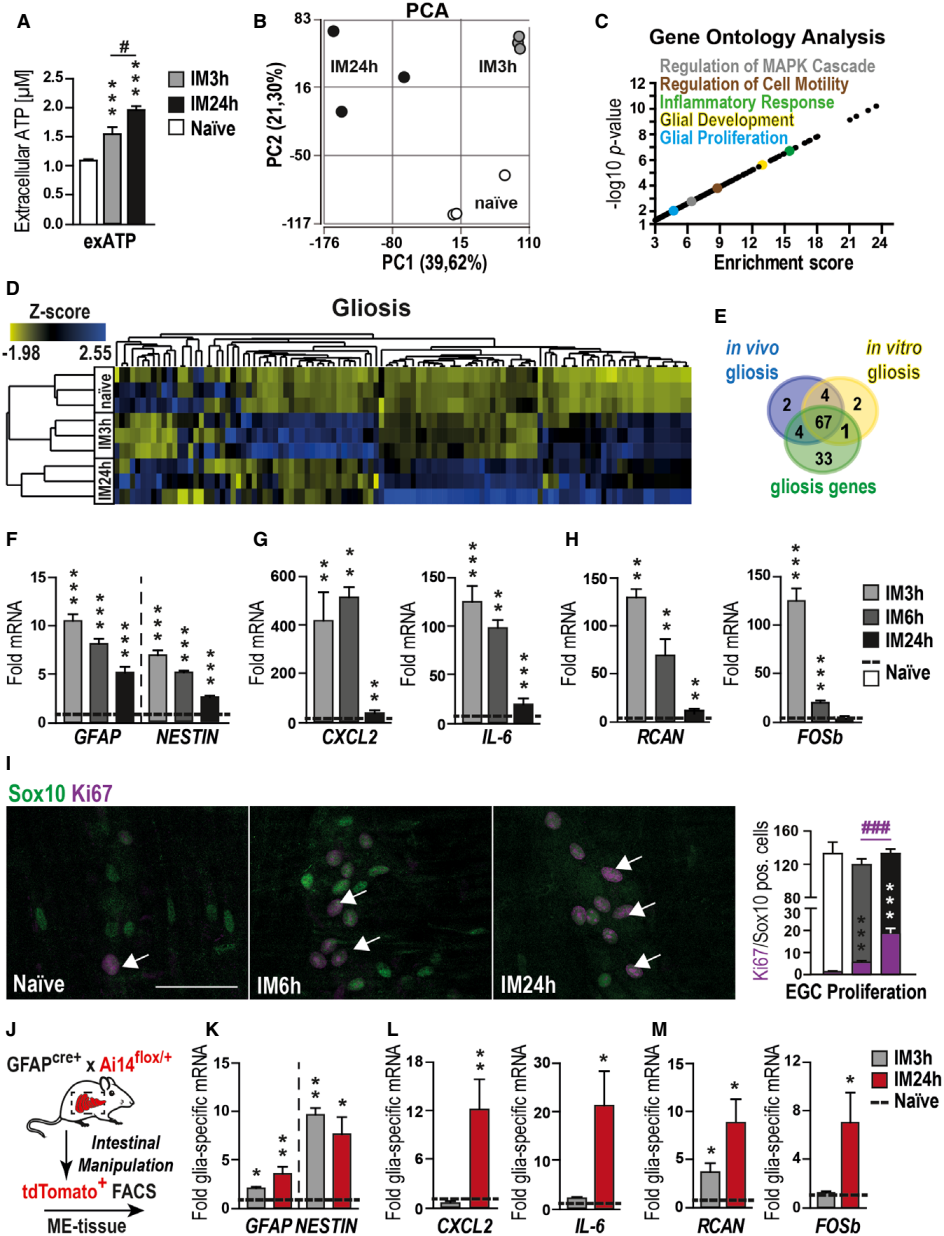
An ATP‐induced enteric gliosis in postoperative bowel inflammation AATP measurement at the indicated postoperative time points in peritoneal lavages of mice that underwent intestinal manipulation (IM) or were naïve.BPCA plot of gene expression from POI mice at different disease stages and naïve mice; *n* = 3 for each group.CVisual representation of *P*‐value (−log_10_) against fold enrichment of GO terms associated with enriched genes in mice that underwent IM.DHeat map of enriched genes connected with GO term gliosis in mice that underwent IM or in naïve animals.EVenn diagram of gliosis genes expressed *in vitro* and *in vivo*.F–HqPCR analysis of indicated gliosis marker in mice that underwent IM (*n* = 7).IHistological analysis of EGC proliferation *in vivo*. Representative confocal images and quantification show Sox10 (green)‐ and Ki67 (violet)‐positive EGCs (white arrows) in the small bowel muscularis externa at naïve, IM6h and 24 h. Scale bar 50 µm.JExperimental setup for glia‐specific RNA analysis. GFAP‐cre^+^ × Ai14‐floxed mice underwent IM, and small intestine ME was digested and sorted for tdTomato by FACS to provide glia‐specific RNA for qPCR measurements seen in (K‐M).K–MqPCR analysis of indicated gliosis markers in td + glia cells from naïve mice and mice that underwent IM (*n* = 5–7, POI mice). Data information: In (A), data are represented as mean + SEM; *n* = 7–12, POI mice. In (F–H and K–M), data are represented as fold induction + SEM. In (I), data are represented as mean of double‐positive cells per total Sox10‐positive cells + SEM; 9–20 whole mount specimens per conditions; *n* = 8, POI mice per group. Statistics were performed by applying unpaired Student's *t*‐test (A, C, F–I, K–M). In (C), the Fisher's exact test was performed. * indicates significance to naïve animals, and ^#^ indicates significance to the indicated time point with */^#^ *P* < 0.05, **P < 0.01, and ***/^###^ *P* < 0.001.

**Figure EV3:**
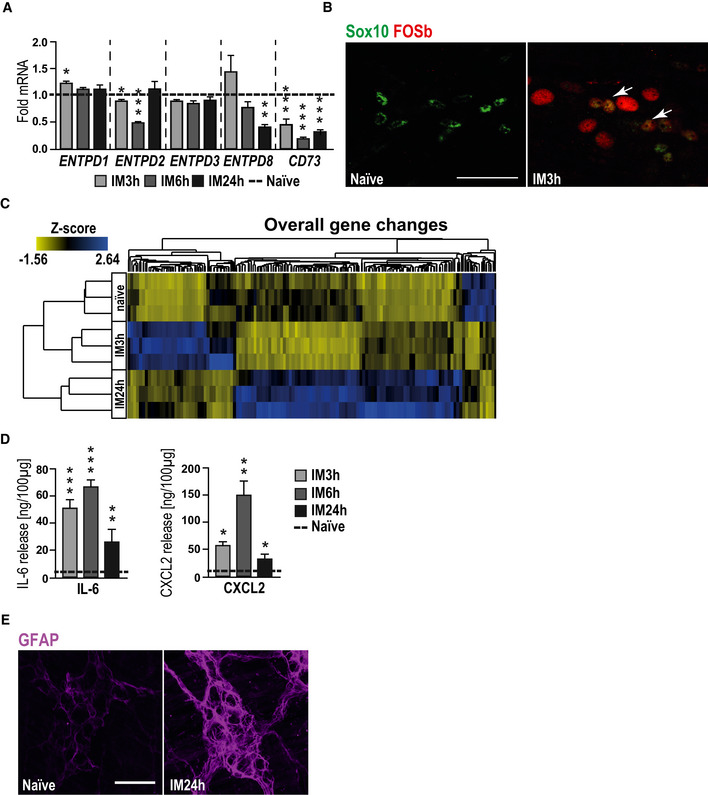
Intestinal inflammation induces enteric gliosis Gene expression of ectonucleotidases in POI mice at indicated disease stages.Representative confocal images of the activation marker FOSb (red)‐ and Sox10 (green)‐positive EGCs (white arrows) in ganglia of intestinally manipulated mice (3 h after IM) or naïve mice. Scale bar 50 µm.Heat map of all significantly changed genes from POI mice at different disease stages and naïve mice; *n* = 3 for each group.Protein release analysis by ELISA of IL‐6 or CXCL2 in POI mice at indicated disease stages.Representative confocal images of gliosis marker GFAP (violet)‐positive EGCs in ganglia of intestinally manipulated mice (24 h after IM) or naïve mice. Scale bar 50 µm. Data information: In (A), data are represented as fold change + SEM; *n* = 7, POI mice. In (D), data are represented as IL‐6/CXCL2 protein in 100 µg tissue + SEM; *n* = 7, POI mice. Statistics were done in (A, D) by applying unpaired Student's *t*‐test. * indicates significance to control with *P < 0.05, **P < 0.01, and ***P < 0.001. Source data are available online for this figure.

RNA‐Seq analysis on murine ME specimens isolated 3 or 24 h after IM or from naïve animals showed substantial differences in the gene expression patterns between all tested groups (Figs 3B and EV3C and Dataset EV2). GO enrichment indicated significant regulation of gliosis‐associated genes 3 and 24 h after IM and showed similar activation patterns between the postoperative ME and ATP‐treated msEGC cultures with alterations in “MAPK”, “cell motility”, “inflammatory response signaling” and genes involved in “glial development and proliferation” (Fig 3C). Using the previous gliosis gene panel, we confirmed the induction of enteric gliosis during POI progression as demonstrated by gene up‐regulation (Fig 3D and Appendix Fig S3F). The strongest response occurred at IM24h. Moreover, a Venn diagram of the gliosis genes displays the similarity of regulated genes *in vivo* and *in vitro* with shared up and down‐regulated genes (Appendix Fig S3E), indicating a similar glial activation pattern (Fig 3E). This POI phenotype was confirmed by qPCR showing elevated levels of our established gliosis marker: *GFAP*, *NESTIN*, *IL‐6*, *CXCL2*, *FOSb,* and *RCAN* at 3 and 24 h after IM (Fig 3F–H) with a similar increase in IL‐6 and CXCL2 protein levels (Fig EV3D).

Next, we analyzed glial proliferation and morphology by immunohistochemistry, defining two hallmarks of gliosis (Buffo *et al*, 2008; Pekny & Pekna, 2016). During disease progression within 24 h the Ki67^+^/Sox10^+^ EGC numbers increased up to 10‐fold and the glial morphology gains a more complex “branchwood” in myenteric ganglia, revealing a postoperative change in the EGC phenotype (Figs 3I and EV3E). Furthermore, using once more the tdTomato^+^‐glia‐reporter mouse in our POI model, we were able to gain further insights into the glial expression profile after IM (Fig 3J). Interestingly, the expression analysis of gliosis markers in EGC showed a different pattern, as previously seen in whole ME tissue after IM. In line with the proliferation, the highest gene expression was detected at IM24h with impressive levels of up‐regulation in gliosis genes, including *GFAP*, *NESTIN*, *IL‐6*, *CXCL2*, *RCAN,* and *FOSb* mRNA (Fig 3K–M). These results provided us with an *in vivo* insight of enteric gliosis during acute inflammation demonstrating again the immune response of EGCs in POI, a postsurgical intestinal inflammatory disease.

### P2X2 antagonism by ambroxol prevents enteric gliosis

Our next series of experiments tested whether P2X2 antagonism can attenuate or prevent enteric gliosis and improve motility in our mouse model of POI. While the P2X2 antagonists PSB‐1011 and PSB‐0711 were not applicable for in *in vivo* usage the prospect of future clinical application of a P2X2 antagonist drug to regulate enteric gliosis and protect against developing POI, prompted us to perform a drug library screening to identify a clinically feasible P2X2 antagonist. In this drug screening, ambroxol (Appendix Fig S4A) was identified, as it showed a significant inhibition of ATP‐induced calcium influx in 1321N1 astrocytoma cells transfected with the human P2X2 receptor (IC_50_: 5.69 ± 1.06 µM), but not in cells transfected with P2X1, P2X3, P2X4, or P2X7 receptors (Fig EV4A). Thus, ambroxol was characterized as a potent P2X2 receptor antagonist with selectivity for P2X2 vs the other P2X receptor subtypes.

**Figure EV4:**
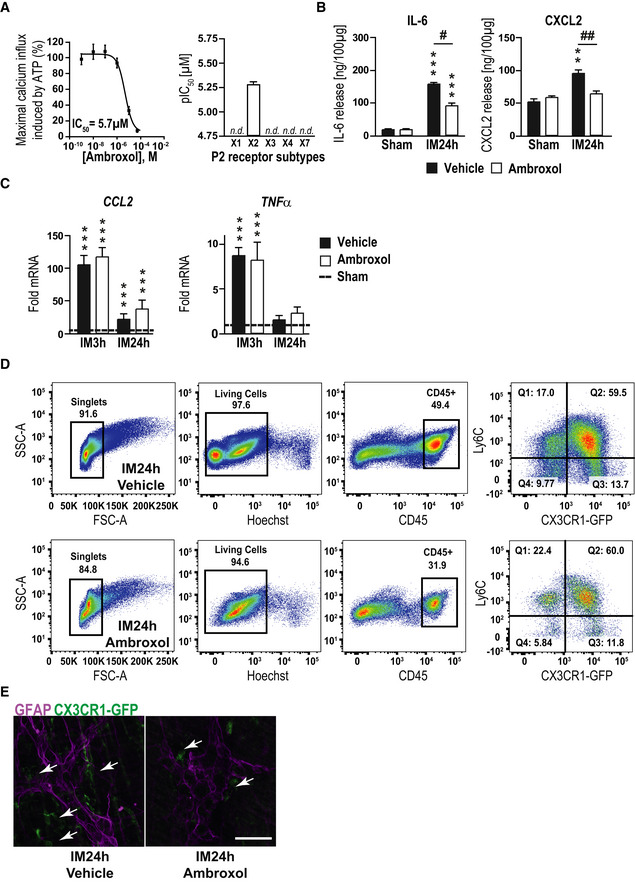
P2X2 signaling inhibition by ambroxol improves clinical symptoms in POI Concentration‐dependent inhibition of ATP‐induced calcium influx in 1321N1‐astrocytoma cells with recombinant expression of the human P2X2 receptor. ATP was used in a concentration corresponding to its EC80 value (1 µM). An IC_50_ value for ambroxol of 5.69 ± 1.06 µM ± SEM was determined. Inhibitory potency of ambroxol at P2X receptor subtypes X1‐X7. At an initial test concentration of 20 µM, only the P2X2 receptor subtype was blocked by more than 50% indicating P2X2 receptor selectivity and no significant receptor inhibition was detected (n.d.) with other P2 receptor subtypes (*n* = 6).Protein release analysis by ELISA of IL‐6 and CXCL2 in POI mice treated with ambroxol or vehicle at 24 h.Gene expression analysis by qPCR of *CCL2* and *TNFα* in POI mice treated with ambroxol or vehicle at IM3h and 24h; *n* = 6 POI mice.Representative FACS gating strategy of infiltrating cells in the ME of mice treated with ambroxol or vehicle. CD45, Ly6C, and CX3CR1 were used to distinguish resident macrophages (CD45^+^/Ly6C^−^/CX3CR1^+^), infiltrating monocytes (CD45^+^/Ly6C^+^/CX3CR1^−^), and infiltrated monocyte‐derived macrophages (CD45^+^/Ly6C^+^/CX3CR1^+^); *n* = 3–5 POI mice per group.Representative confocal images of GFAP (violet)‐positive EGCs and CX3CR1‐GFP‐positive macrophages (green, white arrows) around ganglia of intestinally manipulated mice treated with ambroxol or vehicle (24 h after IM). Scale bar 50 µm. Data information: In (B), data are represented as IL‐6 or CXCL2 protein in 100 µg tissue + SEM; *n* = 6 POI mice. In (C), data are represented as fold change + SEM. Statistics were done in (B and C) by applying unpaired Student's *t*‐test and one‐way ANOVA with a subsequent Bonferroni test. * indicates significance to sham animals, and ^#^ indicates significance between vehicle and ambroxol treatment with ^#^ *P* < 0.05, **/^##^ *P* < 0.01, and ***P < 0.001. Source data are available online for this figure.

After confirming that ambroxol inhibited ATP‐triggered gliosis marker up‐regulation in msEGCs similar to the before used P2X2 antagonists without any apoptotic effects (Appendix Fig S4B–D), we tested ambroxol as a prophylactic treatment in the POI animal model (Fig 4A). Interestingly, we found a reduced postoperative ME gene expression of ATP‐gliosis targets *FOSb* and *RCAN* (Fig 4B) as well as *GFAP* and *NESTIN* (Fig 4C) 3 and 24 h after surgery. In line with these findings, postoperative levels of IL‐6 and CXCL2 (Figs 4D and EV4B) were also reduced. Simultaneously, other prototypical pro‐inflammatory markers in POI, such as *CCL2* or *TNF‐α,* were not affected by ambroxol treatment (Fig EV4C). Antagonism with ambroxol had a discrete influence on pro‐inflammatory signaling pathways. To validate direct effects of the P2X2 antagonism on EGCs, we quantified glia proliferation at IM24h for both treatment groups. In comparison, ambroxol dampened the proliferation rate by almost 50%, indicating reduced glial activation during POI (Fig 4E). Finally, we examined a modulatory effect on immune cell infiltration by ambroxol and discovered that ambroxol significantly reduced the number of monocytes (CD45^+^/Ly6C^+^/CX3CR1^−^) and resident (CD45^+^/Ly6C^−^/CX3CR1^+^) or monocytes derived (CD45^+^/Ly6C^+^/CX3CR1^+^) macrophages (CD45^+^/Ly6C^+/−^/CX3CR1^+^) in the manipulated ME at 3 h (~ 70% reduction, MPO‐histology) and 24 h (~ 50% reduction, MPO‐histology and FACS; Figs 4F and G, and EV4D). In addition, histological analysis of the localization of CX3CR1^+^‐cells in context to EGCs showed fewer macrophages surrounding ganglia in the ambroxol‐treated group (Fig EV4E). Functionally, ambroxol led to a significant improvement in postoperative gastrointestinal transit time (geometric center ambroxol: 6.8 ± 0.4 vs vehicle: 4.1 ± 0.4, Fig 4H). These data indicated that P2X2 antagonism is an effective strategy to attenuate gliosis to improve clinical symptoms in the mouse POI model and makes ambroxol a relevant P2X2 antagonist drug candidate for future therapeutic approaches.

**Figure 4:**
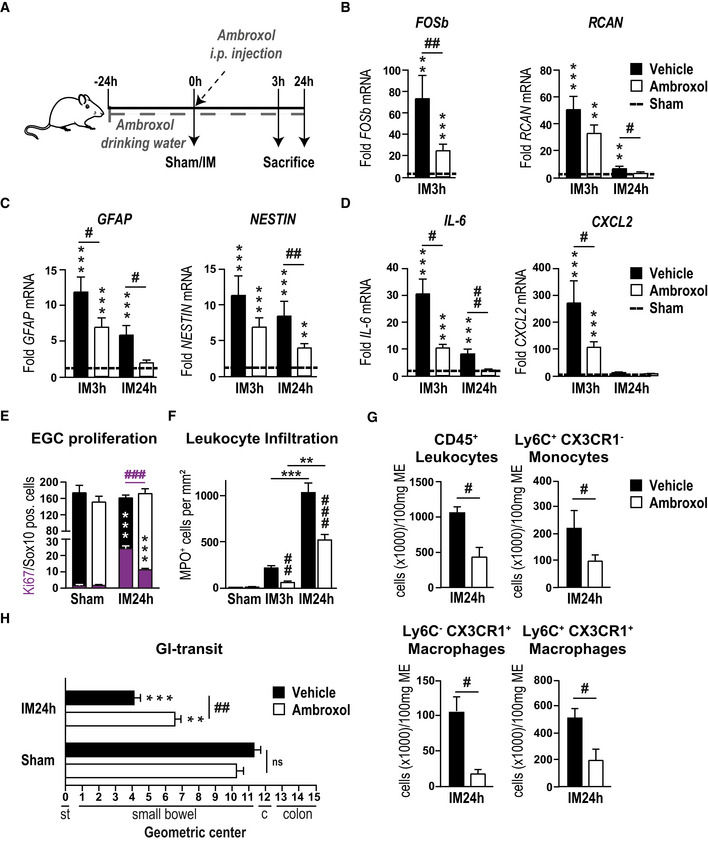
The novel P2X2 antagonist ambroxol prevents IL‐6 release from EGCs AAmbroxol treatment scheme. Mice were treated with ambroxol or vehicle and underwent a sham operation (laparotomy) or intestinal manipulation (IM). Small bowel muscularis externa (ME) was isolated and analyzed 3 or 24 h after surgery.B–DPostoperative gene expression analyses of indicated gliosis marker in the ME.EHistological analysis of EGC proliferation by quantification of Ki67 (violet)‐ and Sox10 ‐positive EGCs at IM24h. Mice were treated as seen in (A).FHistological counting of infiltrating myeloperoxidase (MPO)‐positive leukocytes in the postoperative ME (*n* = 6–8).GFACS analysis of infiltrating cells in the ME of mice treated with ambroxol or vehicle. CD45, Ly6C, and CX3CR1 were used to distinguish resident macrophages (CD45^+^/Ly6C^−^/CX3CR1^+^), infiltrating monocytes (CD45^+^/Ly6C^+^/CX3CR1^−^) and infiltrated monocyte‐derived macrophages (CD45^+^/Ly6C^+^/CX3CR1^+^).HPostoperative *in vivo* GI transit measurement in mice treated with ambroxol or vehicle. Data information: In (B–D), data are represented as fold change + SEM vs the sham groups (*n* = 6–8, POI mice per group). In (E), data are represented as mean of double‐positive cells per total Sox10‐positive cells + SEM; six whole mount specimens per conditions; *n* = 11 mice per IM group and *n* = 3 per sham group. In (F), data are presented as mean + SEM MPO^+^ cells/mm^2^ small intestine ME tissue. In (G), data are presented as cells per 100 mg ME tissue + SEM *n* = 3–5 POI mice per group. In (H), data are presented as mean + SEM; *n* = 12 mice per group. Statistics were performed by applying unpaired Student's *t*‐test and one‐way ANOVA with a subsequent Bonferroni test (B‐H). * indicates significance compared to sham animals, and ^#^ indicates significance between vehicle and ambroxol treatment with */^#^ *P* < 0.05, **/^##^ *P* < 0.01, and ***/^###^ *P* < 0.001.

### Human enteric gliosis is blocked by P2X2 antagonism

To determine whether findings in the mouse are translatable to human, we carried out additional experiments in human specimens from surgical patients who underwent pancreatectomy, a procedure in which intense IM is an unavoidable consequence, enabling the collection of small bowel specimen at two different intraoperative time points (Fig 5A). In this series of experiments, we analyzed the expression of gliosis markers and ATP‐dependent genes in ME samples of jejunum specimens. Similar to our previous analyses, we performed RNA‐Seq analysis in a limited set of patient ME samples to gain more insight into the glial activation status. The PCA showed a distinct difference between the early and late samples (Fig EV5A) and the consecutive GO analysis pointed to a similar activation pattern as previously shown in the murine system with enriched genes for “MAPK cascade”, “regulation of cell motility”, “immune response” and “glial proliferation” (Fig 5B, Dataset EV3). Consistently, the gliosis panel showed differential gene expression between late and early collected specimens, providing evidence for inflammation‐induced enteric gliosis during surgery (Fig 5C). A Venn diagram comparing the murine and the human enteric gliosis genes visualized 37 shared genes between these species (Fig 5D). To strengthen the RNA‐Seq data, we validated our gliosis marker panel in 13 more patients. Compared to the foremost collected ME specimens, specimens collected at the later time point showed a strong increase in IL‐6*‐*protein (Fig EV5B) and mRNA levels (Fig EV5C) in concordance with the induction of other gliosis markers (Fig EV5C).

**Figure 5:**
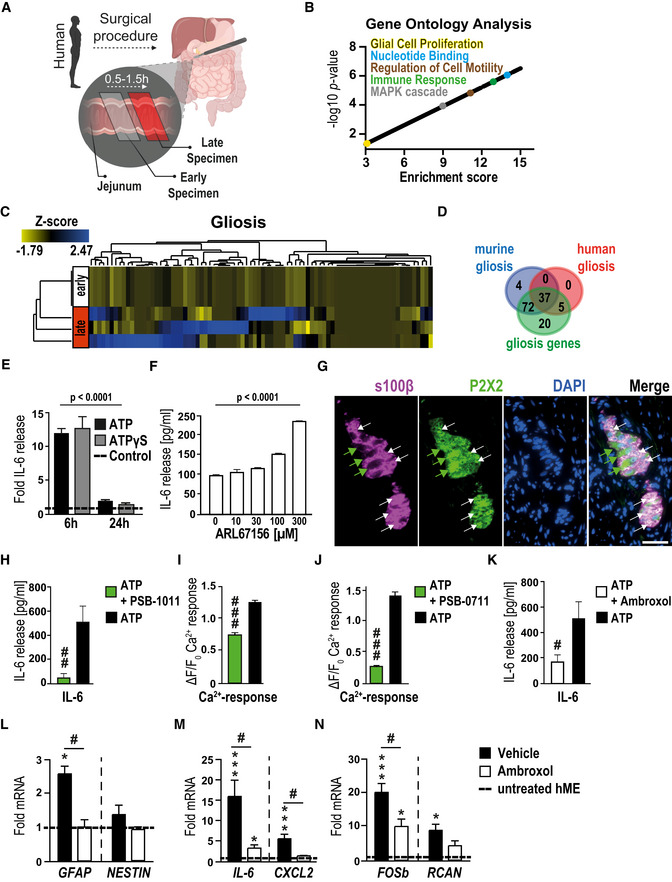
ATP induces gliosis in hEGC ASchematic workflow on the collection and processing of surgical specimens collected during a pancreaticoduodenectomy. Samples were provided on ice directly from the operation room, and the ME was separated from lamina propria mucosae.BVisual representation of *P*‐value (−log_10_) against fold enrichment of GO terms associated with enriched genes in patient specimen that underwent IM.CHeat map of enriched genes connected with GO term gliosis in patient specimens that underwent IM at two time points: early and late; *n* = 3 human patients.DVenn diagram of gliosis genes expressed in human (red) and murine (blue) ME tissue.EIL‐6 protein release in hEGC cultures upon stimulation with ATP (200 µM) or ATPɣS (100 µM) after 6‐h and 24‐h treatment (*n* = 4–6, hEGCs).FIL‐6 protein release in hEGC cultures upon stimulation with NTPDase inhibitor ARL67156 at indicated concentrations; *n* = 4–6, hEGCs.GImmunofluorescence microscopy revealed P2X2 expression (green) in a majority of s100β^+^ (violet) hEGCs in intact myenteric ganglia of the human colon. White arrows mark double‐positive glia cells, and green arrows mark P2X2‐positive neurons. Scale bar, 50 µm.HEffect of the P2X2 antagonism on ATP‐induced IL‐6 release. ELISA measurement of IL‐6 in hEGCs upon treatment with P2X2 antagonist PSB‐1011 (20 µM) alone or together with ATP (200 µM) treated for 24 h (*n* = 6, hEGCs).IPSB‐1011 (20 μM) treatment inhibited ATP‐triggered calcium responses in HEK cells transfected with P2X2. Data are represented as ΔF/F_0_ + SEM; *n* = 102 HEK cells.JThe P2X2 receptor antagonist PSB‐0711 (20 μM) nearly abolished the ATP‐triggered calcium response in HEK cells transfected with P2X2. *n* = 219 HEK cells.KAmbroxol blocks ATP‐induced IL‐6 release in hEGCs; protein release measurement by ELISA of IL‐6 in hEGCs. Cells were treated with ATP (200 µM) alone or together with ambroxol (20 µM) for 24 h; *n* = 6, hEGCs.L–NqPCR analysis of several gliosis and ATP‐target genes in the mechanically manipulated surgical specimens incubated in the presence or absence of ambroxol (20 µM) (*n* = 7, 4 human patients). Data information: In (E, F, H, and K), data are represented as mean IL‐6 release + SEM. In (I and J), data are represented as ΔF/F_0_ + SEM. In (L–N), data are shown as fold induction + SEM. Statistics were performed by applying unpaired Student's *t*‐test and one‐way ANOVA with a subsequent Bonferroni test (E and F, H–N), and in (B), the Fisher's exact test was performed. * indicates significance compared to controls, and ^#^ indicates significance to ATP treatment or between vehicle and ambroxol with */^#^ *P* < 0.05, ^##^ *P* < 0.01, and ***/^###^ *P* < 0.001.

**Figure EV5:**
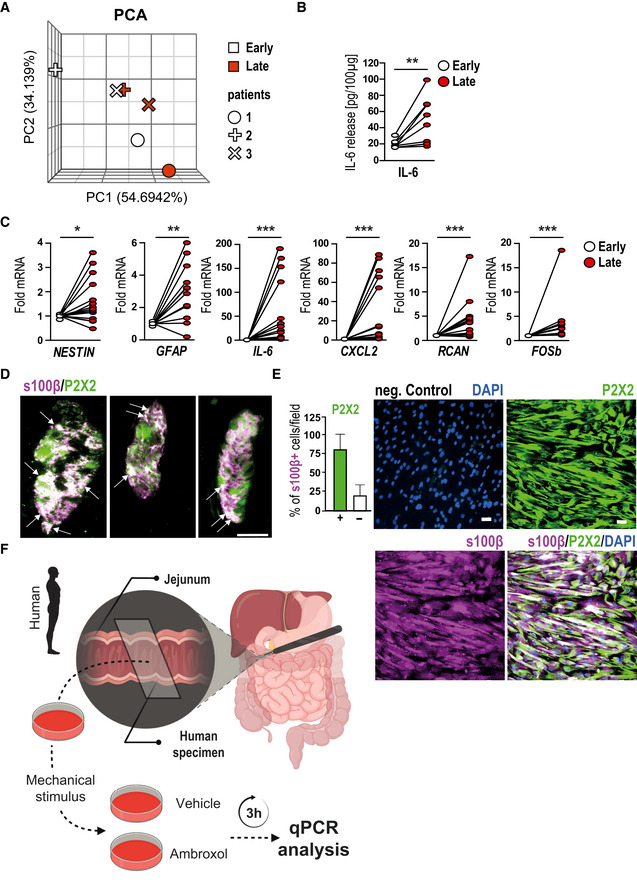
ExATP induces gliosis in human enteric glia PCA plot of gene expression from patient specimens at two different time points of the surgery; *n* = 3 for early and late specimens.IL‐6 protein measurement in human surgical specimens collected during a pancreaticoduodenectomy at an early and a late time point of surgery. Samples were provided on ice directly from the operation room, and *muscularis externa* (ME) was separated from the lamina propria mucosae; *n* = 9 human patients.Gene expression analyses of gliosis marker in human surgical specimens collected during a pancreaticoduodenectomy at an early and a late time point of surgery. The late specimens' mRNA level show an up‐regulation of gliosis genes.Immunofluorescence microscopy revealed P2X2 expression (green) in a majority of s100β^+^ (violet) hEGCs in intact myenteric ganglia of the human colon. White arrows mark double‐positive cells. Scale bar 50 µm.Immunofluorescence microscopy revealed P2X2 expression (green) in a majority of s100β^+^ (violet) hEGCs in culture. DAPI counterstained nuclei. Quantification of double‐positive cells showed that 75% of cultured hEGCs express P2X2 (marked with +). Scale bar 50 µm.Schematic workflow on the collection and processing of surgical specimens collected during a pancreaticoduodenectomy. Samples were provided directly from the operation room in oxygenated Krebs–Henseleit buffer and were mechanically activated *ex vivo*. Immediately after activation, specimens were incubated for 3 h with or without ambroxol (20 µM). Finally, ME was isolated and further processed for qPCR analysis. Data information: In (B), data are represented as IL‐6 protein in 100 µg tissue; *n* = 9 human patients. In (C), data are represented as fold change; *n* = 13 human patients. In (E), data are represented as the percentage of P2X2^+^/s100β^+^ cells + SEM; *n* = 16, hEGCs. Statistics were done by applying unpaired Student's *t*‐test in (B, C). * indicates significance to control with *P < 0.05, **P < 0.01, and ***P < 0.001. Source data are available online for this figure.

To determine the involvement of glia in inflammatory processes occurring after IM in patients, we subjected human EGCs, isolated and purified from single human myenteric ganglia dissociated from ME specimen (hEGC) to ATP and ATPγS *in vitro* stimulation according to our established protocols (Ochoa‐Cortes *et al*, 2016). Both treatments induced a more than 12‐fold increase in IL‐6 protein release after 6 h, which dropped to a still significant two‐fold induction after 24 h (Fig 5E). Interestingly, naïve hEGC exhibited a dose‐dependent increase in IL‐6 release upon stimulation with ARL67156, a selective ectonucleoside triphosphate diphosphohydrolase (ENTPDase) inhibitor (Fig 5F) indicating that ATP levels are tightly regulated by ENTPDases and that their inhibition creates a high‐enough endogenous ATP concentration to activate hEGC *in vitro*.

As purinergic activation in hEGC showed similarities to the mouse data, we also investigated human P2X2 signaling. Immunofluorescence microscopy revealed strong P2X2‐immunoreactivity in s100β^+^ hEGCs in myenteric ganglia in intact surgical tissues (Figs 5G and EV5D) and more than 80% of cultured hEGCs (Fig EV5E). Additionally, P2X2 antagonism by PSB‐1011 blocked the ATP‐triggered IL‐6 release in hEGCs (Fig 5H). The antagonistic specificity for the human system of our tested P2X2 inhibitors was also confirmed in HEK293‐P2X2 sniffer cells expressing a mutant human P2X2 receptor resistant to desensitization. This process leads to continuous elevation of free intracellular calcium levels upon ATP stimulus in a dose‐dependent manner (Appendix Fig S5A). ATP‐induced calcium levels were independently reduced by the P2X2 antagonists PSB‐1011 (Fig 5I) and PSB‐0711 (Fig 5J and Appendix Fig S5B) verifying that these antagonists are able to block responses mediated via hP2X2 *in vitro*. Based on the promising results of ambroxol as a therapeutic in mice, we utilized it further in an experimental approach in hEGC. Ambroxol treatment inhibited dose‐dependently ATP‐induced calcium influx in HEK293‐P2X2 sniffer cells (Appendix Fig S5C) and blocked ATP‐triggered IL‐6 release in hEGC (Fig 5K).

Together, these data confirm the relevance of ATP‐triggered P2X2 signaling in hEGC gliosis and identify ambroxol as a novel P2X2 antagonist in the human system. To finally confirm the role of ambroxol in human specimens, freshly isolated human full‐thickness jejunal samples, underwent an *ex vivo* mechanical alteration in the presence or absence of ambroxol (Fig EV5F). All relevant gliosis genes followed up in this study, were significantly down‐regulated in the ambroxol‐treated extracorporally manipulated jejunal ME (Fig 5L–N) indicating that ambroxol treatment is sufficient to attenuate trauma‐induced gliosis.

While future studies, particularly clinical trials, must prove if ambroxol also prevents surgery‐induced gliosis in patients, our *ex vivo* human data corroborate its role in dampening gliosis and ATP‐driven inflammatory processes and provide proof of concept for translatability of findings on P2X2 from mice to humans.

## Discussion

In this study, we aimed to define and better understand the reactive glial phenotype of the enteric nervous system induced by ATP and clarifying its role, beneficial or adverse, concerning inflammation‐induced motility disorders, and in particular POI. In this regard, it has been previously shown by our group that activated EGCs contribute to the disease progression in POI (Stoffels *et al*, 2014). However, to this day, the significance of glial reactivity in the pathogenic mechanism remained unclear. We provide evidence to support the hypothesis that surgical manipulation and trauma triggers ATP release that drives enteric gliosis and intestinal inflammation leading to impaired motility and POI.

In general, reactive changes of glial cells are a hallmark of “gliosis” that is known to be induced in the CNS by numerous pathological conditions including traumatic (Andersson *et al*, 2011) or ischemic insults (Roy Choudhury *et al*, 2014) and in neurodegenerative diseases (Pekny & Pekna, 2014). As a predefined‐GO term for gliosis did not exist and in order to achieve a more integrative description of a reactive EGC phenotype, we created a non‐exclusive list of published genes regulated in reactive astrogliosis (Zamanian *et al*, 2012; Hara *et al*, 2017; Liddelow *et al*, 2017; Fujita *et al*, 2018; Mathys *et al*, 2019; Rakers *et al*, 2019; Schirmer *et al*, 2019). Based on this gene panel, we analyzed EGCs *in vitro* and *in vivo* and termed the glial activation “enteric gliosis”. We targeted ATP as a potential trigger mechanism of enteric gliosis. EGCs have been shown to respond to ATP *in situ* (Gulbransen & Sharkey, 2009; Boesmans *et al*, 2019) and *in vitro* (Gomes *et al*, 2009; Boesmans *et al*, 2013) and ATP is a potent trigger of innate immune responses. Increased release of ATP has been observed in multiple acute and chronic inflammatory diseases, including autoimmune diseases (Carta *et al*, 2015), sepsis (Csóka *et al*, 2015), sterile insults (Cauwels *et al*, 2014) and colitis (Grubišić *et al*, 2019). Thus, we hypothesized that increased ATP levels, which occur as a result of tissue damage to the intestine (Galligan, 2008) or extensive gut manipulation during the operation, might trigger an inflammatory response and activation of EGCs. Our comprehensive RNA‐Seq analysis confirmed profound transcriptional changes in EGCs upon direct ATP stimulation visualized by a separation of control and ATP‐treated EGCs in a PCA plot. The differences in the severity of the activation by purinergic stimuli most likely come from batch differences of primary cells. Moreover, we detected an EGC profile that is comparable to a reactive astrocyte, the CNS counterpart of EGCs (Grubišić & Gulbransen, 2017). In agreement with the up‐regulation of genes involved in MAPK signaling, the main switch in astrogliosis (Roy Choudhury *et al*, 2014), p38‐MAPK is also induced in ATP‐stimulated EGCs and its blockade completely abrogates enteric gliosis. Interestingly, another of our studies revealed the importance of p38‐MAPK (Wehner *et al*, 2009) in intestinal inflammation, although its role as a signaling pathway in enteric gliosis had not been investigated before. From these data, we conclude that ATP stimulation induces phenotypical changes in EGCs that are most precisely described by the term enteric gliosis.

So far, ATP's role in gliosis has not been investigated in detail, but previous studies had speculated on the possible involvement of purinergic receptors (Burda & Sofroniew, 2014). Herein, we identified P2X2, one of the highest expressed P2X receptors in murine and in human EGCs (Liñán‐Rico *et al*, 2016), as the purinergic receptor responsible for triggering enteric gliosis upon ATP stimulation. In humans and mice, we confirmed by immunohistochemistry, that hEGCs and glia in the intact human myenteric plexus strongly express the P2X2 receptor. While P1 receptors, in general, could be excluded from the list of involved receptors, other P2 receptors that have not been tested in our study either because of their low expression or due to a lack of selective antagonist/agonist could potentially be involved in ATP‐triggered gliosis. However, P2X7, the purinergic receptor with the highest expression in msEGCs and the third highest in hEGC (Liñán‐Rico *et al*, 2016) that is also expressed on virtually all immune cell types (Di Virgilio *et al*, 2017), is not involved in the ATP‐triggered reactive EGC phenotype.

In contrast, ATP signaling induces neuronal death in models of colitis, another intestinal inflammatory disease, by activating a complex involving P2X7 receptors, Pannexin‐1, Asc and caspases (Gulbransen *et al*, 2012). It appears that the glial P2X2 gliosis mechanism is unique to postsurgical inflammation. Interestingly, others have shown that chronic morphine induced constipation associated with intestinal inflammation involves a glial ATP‐connexin signaling pathway (Bhave *et al*, 2017).

In order to analyze the role of enteric gliosis *in vivo* and to access its value as a therapeutic target (Ochoa‐Cortes *et al*, 2016; Gulbransen & Christofi, 2018), we chose our established *in vivo* model of intestinal surgical manipulation (IM) that leads to development of POI (Wehner *et al*, 2009; Stoffels *et al*, 2014). Our comprehensive gliosis marker analysis, immune‐activation pathway analysis, morphological, proliferation and cytokine release analysis in response to ATP activation allowed us to conclude that abdominal surgery induces enteric gliosis. In line, detection of increased ATP levels in the peritoneal cavity, which is either actively or passively released following cellular damage (Carta *et al*, 2015), clearly indicate that ATP release is part of the postoperative inflammatory cascade (Cauwels *et al*, 2014) and can principally act as a DAMP and an inducer of gliosis. The simultaneous decrease in several nucleotide‐catabolizing ecto‐enzymes, including CD73 and ENTPD8, shifts the cellular metabolic machinery in favor of elevated extracellular levels of ATP in surgically manipulated bowel to reach levels that are sufficient to induce enteric gliosis *in vivo* via P2X2.

Although the cellular source of ATP remains unknown, the immediate increase in the early phase of POI indicates that it is initially released from resident cells than from infiltrating leukocytes that extravasate into the ME in later stages of POI (Stein *et al*, 2018). These resident cells could be enteric neurons (Gomes *et al*, 2009) or resident macrophages (Riteau *et al*, 2012), as both lie in proximity to EGCs and contain large amounts of ATP that can be actively or passively released upon damage or during inflammation (Oliveira *et al*, 2014). Additionally, the reactive EGCs themselves are another likely local source of ATP release, and we have previously shown that LPS induction of primary hEGCs in culture elevates ATP release by several fold (Liñán‐Rico *et al*, 2016). Interestingly, we observed that fewer macrophages surround enteric ganglia upon ambroxol treatment in the POI model. However, it remained unclear if this is due to a general reduction in macrophages or due to a specific reduction in glial activation. Of interest, a recent story revealed direct effects of activated EGCs on macrophage function (Grubišić *et al*, 2020) substantiating our observation that gliosis is connected to monocyte/macrophage infiltration. Notably, we analyzed previous POI samples of CCR2^−/−^ mice published by Stein *et al* (2018) to address the potential role of the infiltrating immune cells in ATP release and glial activation during the later time points in POI. Intriguingly, glial activation was reduced in CCR2^−/−^ POI mice, indicating that the immune infiltrate maintains enteric gliosis after manifestation of POI and it is likely that this mechanism also depends on ATP release (Appendix Fig S4F). However, as CCR2^−/−^ mice did not show improved motility 24 h after surgery but showed elevated—but reduced—gliosis marker expression, we interpret that the initial gliosis induced by resident cell activation alone is sufficient to trigger POI. Interestingly, CCR2^−/−^ mice show disturbances in the resolution of POI at later time points (72 h) (Farro *et al*, 2017), supporting our hypothesis that the infiltrating monocytes contribute to the regenerative gliosis.

In humans, the same set of gliosis marker genes as in mice was time‐dependently up‐regulated in jejunal ME tissues of patients who underwent pancreaticoduodenectomy, a surgical procedure that unavoidably involves strong intestinal manipulation. After gut manipulation and trauma in patients, we detected a clear increase in gliosis markers in the late stages of the operation indicating that our murine data on enteric gliosis are translatable to humans. Therefore, we conclude that gliosis is a conserved cross‐species mechanism regulating the EGC inflammatory response. Moreover, hEGCs exhibited a comparable receptor expression profile and the same functional dependence on P2X2 as msEGC. Further evidence for a conserved enteric gliosis mechanism across different species originates from our recent *in vitro* studies in hEGCs describing an immune phenotype upon LPS and interferon‐γ signaling (Liñán‐Rico *et al*, 2016) similar to the one seen in msEGC in the present study.

Our findings lead to a new question: What is the purpose of this conserved gliosis; is the induction necessary for regenerative mechanisms or could an initial blockade lead to a less severe disease outcome? In the CNS, gliosis is targeted by therapeutic approaches in neurodegeneration (Colangelo *et al*, 2014) to minimize for example neuronal apoptosis (Livne‐Bar *et al*, 2016). In the ENS, there is no evident view on gliosis yet. The general glial activation/proliferation could serve as damage control and/or regeneration boost by assisting the ENS to regenerate faster after an inflammatory strike, but on the other side targeting EGCs in gastrointestinal immune‐driven diseases and motility disorders could also be a new and promising therapeutic approach (Gulbransen & Christofi, 2018). Incidentally, the strong up‐regulation of glial proliferation in manipulated mice indicated that EGC do participate in ENS regeneration in later stages of POI as already described in colitis‐induced chronic intestinal inflammation (Belkind‐Gerson *et al*, 2017), in addition to their immune‐modulatory role by, e.g., cytokine release. However, to clarify the potential regenerative role of ATP‐induced gliosis in POI, future studies need to focus on the regeneration stages of this disorder, i.e., 72 h and later after surgery. (Stein *et al*, 2018).

An internal compound library screening revealed that the antagonist potency of the oral drug ambroxol is comparable to the experimental organic P2X2 antagonist (Baqi *et al*, 2011) and is suitable for an *in vivo* investigation. Interestingly, ambroxol's immune‐modulatory effect is already documented in the clinical treatment of airway inflammation, but its mode of action is still unclear (Beeh *et al*, 2008). Indeed, perioperative ambroxol treatment reduced the postoperative gliosis marker increase and EGC proliferation. It also prevented infiltration of monocytes/macrophages and motility impairment in our POI model. The down‐regulation of ATP‐target genes *FOSb* and *RCAN* implied a direct antagonistic effect on purinergic activation by ambroxol. Importantly, ambroxol prevented induction of *IL‐6* and *CXCL2* but no other inflammatory genes, including *TNFα* and *CCL2*. This demonstrates that ambroxol does not function as a general anti‐inflammatory drug as previously speculated (Beeh *et al*, 2008) but instead selectively modulates ATP‐triggered pathways in EGCs. In support of ambroxol's immune‐modulatory action, a recent study using a P2X2/X3 antagonist (gefapixant), showed a down‐regulation of airway inflammation, the main target of ambroxol (Zhang *et al*, 2020), upon ambroxol treatment in a cough hypersensitivity syndrome model. Nevertheless, ambroxol is also known to affect potassium and calcium channels of neurons (Weiser, 2008) that modulate neuronal activity (Magalhaes *et al*, 2018). As motility is tightly regulated by these channels (Rao, 2020), we cannot exclude any enteric neuronal modulation by ambroxol in parallel to its impact on glial P2X2‐dependent signaling.

Given that the purinergic system is a prominent player in inflammation (Burnstock, 2020), selective P2X2 antagonism might be of particular therapeutic relevance in POI or perhaps other gut inflammatory or immune‐driven motility disorders. This is supported by animal studies which showed improved clinical symptoms in ambroxol‐treated mice in models of neurodegeneration (Migdalska‐Richards *et al*, 2016), neuropathic pain (Hama *et al*, 2010) and LPS‐induced acute lung injuries (Su *et al*, 2004). Notably, all these diseases lead to activated purinergic signaling (Burnstock, 2020). Finally, the effects of reduced enteric gliosis in humans were supported by *ex vivo* manipulation of jejunal samples from surgical patients demonstrating a direct inhibition of a mechanically induced gliosis‐related gene induction by ambroxol. In line with these findings, previous clinical trials done over 30 years ago with ambroxol also revealed an alleviated motility in the ambroxol‐treated group (Germouty & Jirou‐Najou, 1987) and ongoing clinical studies for Parkinson's Disease (*NCT02941822; (*Silveira *et al*, 2019 *)*) highlight the potential of ambroxol in treating a neurodegenerative disease with a connection to gut inflammation (Villumsen *et al*, 2019).

Although we used a broad panel of different techniques, we would like to mention that a final validation of our findings would require the use of a glial‐specific P2X2 knock out mouse. Furthermore, some of our analyses are based on whole ME tissue samples including multiple non‐glia cell types. Even though we validated most of these findings in enriched EGC cultures, a contribution of other cell types *in vivo* cannot completely be excluded. Nevertheless, future studies should aim to test the clinical efficacy of P2X2 antagonism for the treatment of POI in humans and immune‐driven inflammatory diseases, including motility disorders. Ambroxol or yet to be developed highly selective P2X2 antagonists with the implementation of the power of medicinal chemistry and congener drug development (Burnstock *et al*, 2017) are suggested to represent novel candidate drugs in the pipeline.

Subsumed, we provide evidence that ATP is able to induce a reactive EGC phenotype, increased inflammation and enteric gliosis *in vivo* in a P2X2 dependent manner. This mechanism proved to represent a pathogenic mechanism of POI, since ambroxol, a novel P2X2 antagonist, was shown to have efficacy in protecting against postoperative bowel inflammation and motility disturbances in mice and humans. Our *“*purinergic hypothesis of enteric gliosis in POI” is illustrated in Fig 6.

**Figure 6:**
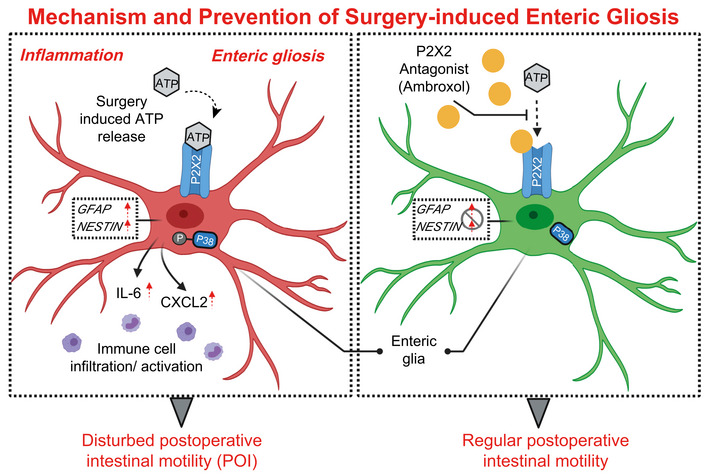
Purinergic mechanism of enteric gliosis in postoperative ileus Gut surgical manipulation and trauma cause inflammation and increase ATP release that activates P2X2 receptors on enteric glia and induces a reactive glial phenotype termed “enteric gliosis”. In the context of inflammation, ATP activates a P2X2/p38 MAPK pathogenic signaling pathway associated with an increased expression in gliosis markers GFAP, NESTIN, and the release of cytokines like IL‐6 and CXCL2. Enteric gliosis exacerbates neuroinflammation, contributes to immune cell infiltration and that causes postoperative motility disturbances and POI. P2X2 antagonism by ambroxol prevents the ATP‐triggered enteric gliosis and protects against POI.

## Materials and Methods

### Murine EGC cultures

Primary enteric glia cell cultures were obtained by sacrificing C57BL/6 mice 8–16 weeks of age, extracting the small intestine and cleansing it with 20 ml of oxygenated Krebs–Henseleit buffer (126 mM NaCl; 2.5 mM KCl: 25 mM NaHCO_3_; 1.2 mM NaH_2_PO_4_; 1.2 mM MgCl_2_; 2.5 mM CaCl_2_, 100 IU/ml Pen, 100 IU/ml Strep and 2.5 μg/ml Amphotericin). The small bowel was cut in 3–5 cm long segments and kept in oxygenated ice‐cold Krebs–Henseleit buffer. Each segment was then drawn onto a sterile glass pipette and the ME was stripped with forceps to collect muscle tissue for further digestion steps. After centrifugation (300 *g* for 5 min), the tissue was incubated for 15 min in 5 ml DMEM containing Protease Type1 (0.25 mg/ml, Sigma‐Aldrich) and Collagenase A (1 mg/ml, Sigma‐Aldrich) in a water bath at 37°C, 150 rpm. The enzymatic digestion was stopped by adding 5 ml DMEM containing 10% FBS (Sigma‐Aldrich), centrifugation for 5 min at 300 *g* and resuspended in proliferation medium (neurobasal medium with 100 IU/Pen, 100 μg/ml Strep, 2.5 μg/ml Amphotericin [all Thermo Scientific], FGF and EGF [both 20 ng/ml, Immunotools]). Cells in proliferation media were kept at 37°C, 5% CO_2_ for 4 days to promote formation of enteric neurospheres. For experiments, enteric neurospheres were dissociated with trypsin (0.25%, Thermo Scientific) for 5 min at 37°C and distributed at 50% confluency on Poly‐Ornithin (Sigma‐Aldrich) coated six well plates in differentiation medium (neurobasal medium with 100 IU/Pen, 100 μg/ml Strep, 2.5 μg/ml Amphotericin, B27, N2 [all Thermo Scientific] and EGF [2 ng/ml, Immunotools]). After 7 days in differentiation medium, mature enteric glia cells were treated with ATP (0.1, 1, 10, 100 µM, Sigma), ATPɣS (0.1, 1, 10, 100 µM, Sigma), Adenosine (1, 100 µM, Sigma), PPADS (5, 30 µM, TOCRIS), Suramin (1, 10, 100 µM, TOCRIS), A740003 (2, 20 µM, TOCRIS), ambroxol (0.2, 2, 20 µM, TOCRIS), PSB‐0711 (2, 20 µM, TOCRIS), PSB‐1011 (0.2 2, 20 µM, TOCRIS), 5‐BDBD (2, 20 µM, TOCRIS) SB203580 (1, 5, 10 µM, TOCRIS) and further processed for RNA isolation or their conditioned medium used for ELISA or qPCR analysis.

For the siRNA approach, primary msEGCs were differentiated as mentioned above and transfected with a control‐siRNA (SIGMA) or P2X2‐siRNA (#4390771, Thermo Scientific) lipofectamine (Thermo Scientific) complex for 72 h according to the manufacturer's instructions. Afterward, the transfected cells were treated with ATPɣS (10, 100 µM, Sigma) and analyzed by qPCR and ELISA. For Western Blotting, primary msEGCs were lysed in RIPA buffer, centrifuged at maximum speed for 20 min and prepared with loading buffer (Bio‐Rad). All samples were processed with the Bio‐Rad Western Blot systems (any KD SDS‐gels, Trans‐Blot Turbo System) and incubated with the mentioned antibodies in Appendix Table S4 overnight at +4°C. Next, the blot was washed three times and incubated with secondary antibodies (Thermo Scientific) for 2 h and imaged with the Bio‐Rad ChemiDoc Imaging System.

### Human surgical specimens

The human IRB‐protocol was approved by the ethics committee of the College of Medicine at The Ohio State University. Informed consent was obtained to procure viable human surgical tissue from colon or small bowel from patients with polyps undergoing a colectomy (sigmoid colon) or patients undergoing Roux‐en‐Y by‐pass surgery (jejunum) (Appendix Table S1). Human EGCs (hEGCs) in culture from 14 GI‐surgical specimens were used to study gene expression and IL‐6‐release in hEGCs. Human EGCs were also used for calcium imaging studies and P2X‐immunofluorescent labeling.

Collection of patient surgical specimens was also approved by the ethics committee of North‐Rhine‐Westphalia, Germany (*Accession number: 266_14*). Informed consent was obtained to procure human surgical tissue from the small bowel (jejunum) from patients undergoing a pancreatectomy at an early and a late time point during the surgical procedure (Appendix Table S2). Human samples were collected and used for RNA‐Seq and qPCR analysis.

### Preparation of human EGC cultures

Tissue collection was performed by the surgeon and immersed immediately in ice‐cold oxygenated Krebs–Henseleit solution and promptly transported to the research facilities within 15 min in coordination with the Clinical Pathology Team (Liñán‐Rico *et al*, 2016). For isolating myenteric ganglia, tissue was pinned luminal side facing upward under a stereoscopic microscope and the mucosa, submucosa and most of the circular muscle were dissected away using scissors, and then flipped over to remove longitudinal muscle by dissection.

Myenteric plexus tissue was cut and enzymatically dissociated as described elsewhere (Turco *et al*, 2014; Liñán‐Rico *et al*, 2016) with modifications as follows: Myenteric plexus tissue was minced into 0.1–0.2 cm^2^ pieces and dissociated in an enzyme solution (0.125 mg/ml Liberase, 0.5 μg/ml Amphotericin B) prepared in Dulbecco's modified Eagle's medium (DMEM)‐F12, for 60 min at 37°C with agitation. Ganglia were removed from the enzymatic solution by spinning down (twice), and re‐suspending in a mixture of DMEM‐F12, bovine serum albumin 0.1%, and DNase 50 μg/ml DNase (once). This solution, containing the ganglia, was transferred to a 100‐mm culture dish and isolated single ganglia free of smooth muscle or other tissue components were collected with a micropipette while visualized under a stereoscopic microscope and plated into wells of a 24‐well culture plate and kept in DMEM‐F12 (1:1) medium containing 10% fetal bovine serum (FBS) and a mixture of antibiotics (penicillin 100 U/ml, streptomycin 100 µg/ml, and amphotericin B 0.25 µg/ml) at 37°C in an atmosphere of 5% CO_2_ and 95% humidity.

After cells reach semi‐confluence after 3–4 weeks (P1), hEGCs were enriched and purified by eliminating/ separating fibroblasts, smooth muscle and other cells. EGC enrichment and purification was achieved by labeling the isolated cells with magnetic micro beads linked to anti‐specific antigen, D7‐Fib and passing them through a magnetic bead separation column following the manufacturer instructions (*Miltenyi Biotec Inc*, San Diego, CA). This purification protocol was performed twice (P2 and P3) to reach a cell enrichment of up to 10,000 fold, and 20,000 cells were plated on glass coverslips pre‐coated with 20 μg/ml laminin/P‐d‐Lys in 50 mm bottom glass #0 culture dishes for immunostaining and imaging or 12 well plates for IL‐6 release experiments. Cultured hEGCs were kept until confluent and harvested for additional experiments (4–10 days). On the day of the experiment, hEGCs were stimulated as indicated. Parallel to this, cells at each passage were split and seeded in plastic 25 mm^2^ culture flasks and used for study in passages 3–6.

### Immunochemical Identification of glia in hEGC

To confirm the purity and identity of glial cells in the hEGC cultures, immunofluorescent labeling was done for glial markers (s100β, glial fibrillary acidic protein GFAP), for smooth muscle/epithelial actin and fibroblasts; hEGCs were fixed in 4% paraformaldehyde for 15 min at room temperature, rinsed three times with cold phosphate‐buffered saline (PBS) 0.1 M and placed at 4°C until further processing. Cells were treated with 0.5% Triton X, 10% normal donkey serum in PBS to permeabilize the cells and block nonspecific antibody binding for 30 min at room temperature. Primary antibodies were diluted in PBS‐0.1% Triton X, and 2% normal donkey serum, and were incubated with cells overnight (18–24 h) at 4°C. Next day preparations were rinsed three times in 0.1 M PBS/1 min and incubated 60 min at room temperature in secondary antibodies diluted in PBS‐0.1%, Triton X, and 2% normal donkey serum. Antibodies mentioned in Appendix Table S4 were used for analysis. Alexa Fluor 488 or 568 donkey anti‐mouse or anti‐rabbit secondary antibodies were used at a dilution of 1:400 (Cambridge, MA). Omission of primary antibodies was used to test for background staining of the secondary antibodies. Pre‐absorption of primary antisera with immunogenic peptides abolished immune‐reactivity. Data confirmed previous reports by Turco *et al* (2014) and are not shown except for illustrating that all cells express s100β immunoreactivity > 99% of cells.

### *Ex vivo* human specimen experiments

Human surgical tissue for *ex vivo* experiments was collected from four patients undergoing a pancreatectomy. The study was approved by the Ethics Committee at University of Bonn. Human jejunum specimens were collected in ice‐cold oxygenated Krebs–Henseleit buffer during the surgical procedure and transported to the laboratory. Full‐thickness jejunum specimen were mechanically activated for 30 s and then incubated for 3 h with or without 20 µM ambroxol in oxygenated Krebs–Henseleit buffer. As baseline control a human ME sample was taken before the mechanical activation. After the incubation time, the jejunum specimens were dissected, and only mucosa‐free ME was used for further analysis.

For the ethics approval, the IRB‐protocol for human enteric glia isolation was approved by the ethics committee of the College of Medicine of the Ohio State University and the collection of patient material for the enteric glia analysis was approved by the ethics committee of North‐Rhine‐Westphalia, Germany (*Accession Number: 266_14*). Further, all experiments conformed to the principles set out in the WMA Declaration of Helsinki and the Department of Health and Human Services Belmont Report.

### Cell lines

Human 1321N1 astrocytoma cells were loaded with a calcium‐chelating fluorescent dye (Molecular Devices), either fluo‐4 acetoxymethyl ester (fluo‐4 AM for cells transfected with P2X2, P2X4, or P2X7 receptor), or Calcium‐4 AM or Calcium‐5 AM for cells transfected with P2X1 or P2X3, respectively (Baqi *et al*, 2011).

HEK‐P2X2 sniffer cells were loaded with 2 μM fluo‐4/AM in a humidified incubator for 30 min and washed for 30 min prior to transferring to a perfusion chamber with oxygenated Krebs–Henseleit buffer on the stage of an upright Eclipse FNI Nikon scope equipped with a Andor iXon Ultra high speed camera for real‐time Ca^2+^ imaging. Elements software was used for data acquisition. Ambroxol was dissolved in dimethyl sulfoxide (DMSO) and added to the cells at a final concentration of 20 µM followed by stimulation with ATP at its respective EC_80_ concentration (P2X1 and P2X3 [100 nM], P2X2 and P2X4 [1 µM], P2X7 [1 mM]). The assay volume was 200 µl and the final DMSO concentration was 1%. ATP activation of the receptors led to increased calcium influx and consequently to increased fluorescence, which is blocked by treatment with antagonists.

### ELISA

Release of IL‐6 and CXCL2 was measured in ME RIPA lysates isolated from small intestine segments at the indicated time points after IM. Release of IL‐6 in EGC cultures incubated with various treatments was measured at the indicated time points. All ELISAs were purchased from R&D Systems (*Abingdon*, England) and used according to the manufacturer's instructions. Values were normalized to tissue weights or untreated EGCs. Briefly, for animal tissue, the isolated ME (∼ 50 mg) was lysed with 1xRIPA buffer for 30 min, centrifuged for 30 min at maximum speed and the protein concentration determined with a BCA kit (Thermo Scientific). 100 µg of total protein was used to measure the release of IL‐6 or CXCL2 in duplicates. For EGCs, cells were treated with the indicated substances for 24 h, supernatant was collected, centrifuged at 5,000 *g* for 5 min and snap‐frozen in liquid nitrogen before processed for the IL‐6 ELISA.

### RNA‐Seq

RNA samples were extracted using the RNeasy Mini Kit (*Qiagen*). RNA‐Seq libraries were prepared using the QuantSeq 3′ mRNA‐Seq Library Prep Kit (*Lexogen*) according to the manufacturer's instructions by the Genomics Core facility of the University Hospital Bonn. The RNA samples were prepared using the QuantSeq 3′ mRNA‐Seq Library Prep Kit for Illumina (*Lexogen*). The method has high strand specificity (>99.9%) and most sequences are generated from the last exon and the 3′ untranslated region. The method generates only one fragment per transcript and the number of reads mapped to a given gene is proportional to its expression. Fewer reads than in classical RNA‐seq methods are needed to determine unambiguous gene expression levels, allowing a high level of multiplexing. Library preparation involved reverse transcription of RNA with oligodT primers, followed by removal of RNA and second strand cDNA synthesis with random primers. The resulting fragments containing both linker fragments were PCR amplified with primers that also contain the Illumina adaptors and sample‐specific barcodes. All libraries were sequenced (single‐end 50 bp) on one lane of the Illumina Hiseq 2500. Only genes with an adjusted *P*‐value below 0.05 and a minimum fold change greater than 1.5 were considered to be differentially expressed between conditions.

### Immunohistochemistry

Whole mount specimens were mechanically prepared by dissection of the (sub)mucosa, fixed in 4% paraformaldehyde/PBS for 30 min, permeabilized with 0.2% Triton X‐100/PBS for 15 min, blocked with 5% donkey serum/PBS for 1 h and incubated with primary IgGs mentioned in Appendix Table S4 at 4°C overnight. After three PBS washing steps, secondary antibodies (Dianova, anti‐rat IgG‐Cy2 1:800, anti‐guinea pig IgG‐Cy3, anti‐chicken IgY‐FITC and anti‐rabbit IgG‐FITC or ‐ Cy3 1:800 were incubated for 90 min. Specimen were mounted in Fluorogel‐Tris and imaged on a Leica confocal imaging system.

Primary cells were fixed in 4% paraformaldehyde/PBS for 30 min, permeabilized with 0.2% Triton X‐100/PBS for 15 min, blocked with 3% BSA/BPS for 1 h and incubated with primary IgGs mentioned in Appendix Table S4 at 4°C overnight.

After three PBS washing steps, secondary antibodies (Dianova, anti‐mouse IgG‐Cy2 1:800, anti‐guinea pig IgG‐FITC and anti‐rabbit IgG‐FITC or ‐ Cy3 1:800 were incubated for 60 min. Specimens were mounted in Fluorogel‐Tris and imaged using a Leica confocal imaging system.

### Postoperative ileus mouse model

Postoperative ileus was induced by standardized intestinal manipulation as described previously.(Stoffels *et al*, 2014) Small bowel was eventrated after median laparotomy and gently rolled twice from oral to aboral using moist cotton swabs. After repositioning of the bowel, the laparotomy wound was closed by a two‐layer suture. Two different approaches for the ambroxol administration were used, according to Migdalska‐Richards *et al* (2016) animals received ambroxol (4 mM) or vehicle via drinking water starting 24 h before the surgery, until their sacrifice and according to Su *et al* (2004) animals received i.p. injections (45 mg/kg) shortly after surgery.

### *In vivo* gastrointestinal transit

Gastrointestinal transit (GIT) was assessed by measuring intestinal distribution of orally administered fluorescently labeled dextran‐gavage 90 min after administration as described previously (Stoffels *et al*, 2014). The gastrointestinal tract was divided into 15 segments (stomach to colon). The geometric center (GC) of labeled dextran distribution was calculated as described previously. The stomach (st) correlates with a GC of 1, the small bowel correlates with a GC of 2–11, the cecum (c) correlates with a GC of 12 and the colon correlates with a GC of 13–15. GIT‐measurement was performed with sham and IM24h animals.

### ATP measurement

ATP concentration was measured in lavage samples of naïve and POI mice at IM3h and IM24h with an ATP determination Kit (*SIGMA‐Aldrich*) according to the manufacturer's instructions.

### MTT measurement

MTT signal was measured in EGCs after treating them with ambroxol, PSB1011 and PSB‐0711, (all 20 µM) with a MTT assay Kit (*Abcam*) according to the manufacturer's instructions.

### MPO^+^‐cell infiltration

Jejunal mucosa‐free ME whole mount specimen were fixed in ethanol and stained with Hanker Yates reagent (Polyscience Europe, Germany) to identify myeloperoxidase expressing cells (MPO^+^). The mean number of MPO^+^ cells/mm^2^ for five random areas per animal was determined. MPO^+^ measurement was performed with naive animals, 3, 6 and 24 h after IM.

### Quantitative PCR

Total RNA was extracted from ME specimens at indicated time points after IM using the RNeasy Mini Kit (Qiagen, Hilden, Germany) followed by deoxyribonuclease I treatment (Ambion, Austin, TX). Complementary DNA was synthesized using the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Darmstadt, Germany). Expression of mRNA was quantified by real‐time RT‐PCR with TaqMan probes or primers shown in Appendix Table S3.

Quantitative polymerase chain reaction was performed with SYBR Green PCR Master Mix or TaqMan Gene Expression Master Mix (both Applied Biosystems, Darmstadt, Germany).

### Fluorescence activated cell sorting

Fluorescence activated cell sorting (FACS) analysis was performed on isolated ME of the small bowel 24 h after intestinal manipulation treated with ambroxol or vehicle CX3CR1‐GFP^+/−^ animals, respectively. Isolation of ME was achieved by sliding small bowel segments onto a glass rod, removing the outer muscularis circumferentially with moist cotton applicators and cutting the ME into fine pieces. ME was digested with a 0.1% collagenase type II (Worthington Biochemical, Lakewood, NJ, USA) enzyme mixture, diluted in HBSS, containing 0.1 mg/ml DNase I (La Roche, Germany), 2.4 mg/ml Dispase II (La Roche, Germany), 1 mg/ml BSA (Applichem), and 0.7 mg/ml trypsin inhibitor (Applichem) for 40 min in a 37°C shaking water bath. Afterward, single cell suspension was obtained using a 70 µm filter mesh. Cells were stained for 30 min at 4°C with the appropriate antibodies. For antibodies used in this study see Appendix Table S4. Flow cytometry analyses were performed on FACSCanto III (BD Biosciences), and data were analyzed with FlowJo software (Tree Star, Ashland, OR, USA).

### Animals

Experiments were performed using 8–12‐week‐old mice kept in a pathogen‐free animal facility with standard rodent food and tap water ad libitum. C57/BL/6J, CX3CR1‐GFP^+/−^ or GFAP^cre^ × Ai14^floxed^ mice were used for all experiments and were purchased from Jackson Laboratories directly or bred in our animal facility. All experiments were performed in accordance to the federal law for animal protection and approved by appropriate authorities of North‐Rhine‐Westphalia under the legal terms: 81‐02.04.2018.A344 and 81‐02.04.2016.A367.

### Statistical analysis

Statistical analysis was performed with Prism V6.01 (GraphPad, San Diego, CA) using Student *t*‐test or one‐way ANOVA as indicated. In all Figs, *P*‐values are indicated as *P < 0.05, **P < 0.01 and ***P < 0.001 when compared to control or ^#^ *P* < 0.05, ^##^ *P* < 0.01 and ^###^ *P* < 0.001 when compared to indicated samples. All plots show mean + standard error of mean (SEM).

Experiments were repeated with more samples when the result was close to statistical significance, and sample sizes for animal studies were chosen following previously reported studies that have used the POI animal model, at least 6–10 independent mice per experimental setup. All animals were handled by standardized housing procedures and kept in exactly the same environmental conditions and were genotyped at 4 weeks of age and received a randomized number by which they were identified. Age‐ and sex‐matched animals were grouped randomly and used in the POI animal model. In each experimental set, all the control or experimental mice were treated with the same procedure and manipulation. For the experimental setup with ambroxol, the treatment of mice was blinded, and all mice were randomly caged. The analysis was performed on the treatment groups without knowing what group was treated with ambroxol. By this, we avoided any group or genotype‐specific effects due to timing of experiments or handling of animals.

## Author contributions

RS, PL, AM, ML, IK, BS, CS, IG, EM, and EV‐H performed research. RS, FLC, CEM, and SW analyzed data. RS, JCK, FLC, and SW prepared and revised the manuscript. RS, CEM, FLC, and SW designed the research. YB, CS, and CEM produced the P2X2‐specific antagonists. T.G. organized the patient material.

## Conflict of interest

SW and JCK receive royalties from Wolter Kluwer for contribution to the postoperative ileus section of the *UpToDate* library. All other authors declare no competing interests.

## Supporting information

Appendix

Expanded View Figures PDF

Dataset EV1

Dataset EV2

Dataset EV3

Source Data for Expanded View

Review Process File

## Data Availability

All RNA‐seq data have been submitted to the GEO database. The datasets produced in this study are available in the following databases: RNA‐Seq: mRNA from EGC and ME tissue in GSE134943 accessible here: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE134943) and RNA‐Seq data from mRNA of ME tissue from patients in GSE149181 accessible here: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE149181; other data are available in the Expanded View Datasets or the Appendix Tables. The software tools used for this study include Partek Flow, available from https://www.partek.com/partek‐flow/#features; Venn Diagramm Software, available from http://bioinformatics.psb.ugent.be/webtools/Venn/; and Gene Set Enrichment Analysis, available from https://www.partek.com/partek‐flow/#features.

How the deposited data were processed for this re-analysis (not part of the article)

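RNA of primary mouse enteric glial cell cultures was sequenced after 6 h with 100 µM ATP (6 libraries) or without (5 libraries), as 3′ mRNA-Seq. The authors processed the reads and deposited 6 tables. The submitters' processing notes name Partek. The aligner, genome build and annotation are not given in the sources used here. The legend of Fig 1A names a limma-trend model.

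Of the 6 tables, 5 list transcripts: gliosis genes, the cytokine response, cell motility, the MAPK cascade and significant genes. The sixth lists GO terms. How the authors scaled the values is not given in the sources used here, and the following is read from the values. In the gliosis table, the authors' totals and group means look like estimated counts without scaling for library depth. In the other 4 transcript tables, the deposited means and totals look like a signal scaled for library depth, and they are called depth-scaled. The total was 6 times the ATP mean plus 5 times the control mean, to a relative difference under 1e-06, in all transcripts but Gfap-201 and Gfap-001. In these, to the same tolerance, it was 5 times the ATP mean plus 6 times the control mean, so these rows alone leave the direction of Gfap open. The paper reports GFAP as up-regulated by qPCR (Fig 1G), which was not analysed here, and Gfap is counted as deposited unless stated. The Gfap-201 row of the significant genes was a copy of that of the gliosis table, which left it out of the fixed gene lists. In 381 comparisons of a transcript between the significant genes and the cytokine, motility or MAPK table, the values were equal. The p-value and the adjusted p-value of each transcript are the authors', adjusted by the step-up method in the deposited tables. The ratio in the deposited tables is the ATP mean over the control mean, and the fold change is this ratio, or 1 over it with a minus sign below 1. The enrichment score of the deposited GO table is the negative natural log of its p-value. A further 3 columns of that table, which repeat the score or give the log10 of p, were not used. The tables hold no value per library, so depth and spread per library are unknown here. The authors' p-values and adjusted p-values are test results and do not measure that spread.

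A transcript was called at an adjusted p under 0.05 and a fold change of at least 1.5, as in the Methods. The number of transcripts tested was computed as the adjusted p over the p-value at the smallest p, and by the number at which most ranks are whole. The depth factor between tables was the median of the ratio in the gliosis table over the ratio elsewhere. Splits into higher and lower were compared by two-sided Fisher's exact tests. For 22 gene lists with 493 genes, counted in the table of significant genes, 1 transcript per gene (the largest total) was taken, and Benjamini-Hochberg adjustment was made over the 5 lists with at least 5 called members. An adjustment over a list alone was made for the gliosis list, since members of the other lists without a row have no p-value. The list behind the GO table is not named in the sources used here and holds 2023 genes, against 1829 in the table of significant genes. GO terms were tested by one-sided Fisher's exact tests from the deposited gene counts. The recomputed p differed from the authors' by a relative 4.88e-06 at most. Intervals are exact 95% intervals and cover counting error only.

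The genes named are those the paper names for this experiment, the 10 largest folds in each direction with a group mean of at least 10, the called gliosis transcripts with the 5 largest folds in each direction at an unadjusted p under 0.05, and up to 4 called members in each direction of each list and table. Part of them is printed. The rule, the gene lists, the main tests and 71 of 107 alternatives were fixed before the data were examined, though the supplement's copy of part of these tables had been opened by then. The other 36 alternatives were added after seeing the data. So were the tests of explanations in the closing section, apart from that of a shared direction with the tissue. Alternatives were the unadjusted p, a fold of 2, genes for transcripts, minimum values, a pseudocount of 1, the depth factor, other adjustments, GO term sizes of 10 to 500 genes and a total of at least 100 or 1000. Of 1967 gene symbols in the transcript tables, 1908 were found in GENCODE M21, from which positions on GRCm38 were taken.

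The steps were tested on simulated data. A simulated table of 20000 transcripts, of which 1995 passed the limits of the significant genes, gave back 20000 as the number tested. With 200 of 11920 GO terms enriched at an odds ratio of about 3, 66% were recovered, and 5 of the other 11720 were called. The GO terms named by the paper had lower odds ratios, 1.21 to 2.64, so this share does not carry over to them. Of 100 lists of 10 higher genes drawn from 1079 called genes all 100 passed at an unadjusted p under 0.05, as did 1 of 100 random lists. Every list of 10 higher genes gives the same split, so the 100 could only pass or fail together. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. Part of the results is not reported here. The tissue, human and qPCR measurements were not analysed here, apart from the gliosis sheet of Dataset EV2 used in the closing section.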

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

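The tests of technical explanations here were chosen after the result was seen. The 13 oxidative stress (NRF2) genes called higher after ATP, with none lower, stand out because the paper does not discuss this group. Their folds in the authors' deposited table ran from 1.96 to 6.27. A depth difference left in the values was set against them by dividing each fold by 1.27, the largest factor between the tables. All 13 stayed at a fold of at least 1.5, so a difference of that size alone would not account for them. The folds are already depth-scaled, and the factor does not measure what depth difference is left in them, so the test cannot decide on depth. The library code series stays open: 3 of 6 ATP libraries share a series with controls, and without values per library the series and ATP cannot be told apart. An NRF2 response to ATP remains a hypothesis.

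The 6 splicing factors and their kinases called higher, with none lower, also lie outside the genes the paper discusses. When all transcripts were counted instead of 1 per gene, 8 were higher and none lower (adjusted p = 0.00882, two-sided Fisher's exact test), and over all significant genes 11 were higher and 1 lower (adjusted p = 0.0132).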

How the results depend on the processing

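Of 107 alternatives, 71 set before the data were examined and 36 added after seeing the data, 77 kept the direction and the side of the threshold or stayed within 1.5 times the count. Of those added, 25 set a pseudocount of 1 for the 10 largest folds in each direction and for 5 other transcripts with a group mean under 1. All 25 kept their direction and a fold of at least 1.5, though Akr1c18-002 fell from 41.0-fold to 9.25-fold, Ramp3-001 from 38.0-fold to 10.6-fold and Cyld-004 from 12.7-fold to 3.89-fold. Others exchange the group means of Gfap, with which its totals fit, which turned Gfap-201 to a fold of -1.67 and Gfap-001 to -1.76 (-1.94 and -2.04 after division by the depth factor). At an unadjusted p under 0.05 the exchange gave 988 higher and 1083 lower among the significant genes, and 36 and 51 in the gliosis table. The remaining ones count transcripts over 4 depth-scaled tables together, and gave 999 higher and 1103 lower at an unadjusted p under 0.05. Without the adjusted p, the table of significant genes gave 989 higher (5.11% of those tested) and 1082 lower (5.60%), at p-values under 0.01, since it holds no larger ones apart from 1 Gfap transcript. The calls were 250 higher at a fold of 2 and 388 lower with a group mean of at least 10. In the gliosis table, an unadjusted p gave 37 higher and 50 lower, and 33 and 53 after division by the depth factor, and the lower calls came from 1 gene. Its over-representation fell to an odds ratio of 1.43 (one-sided Fisher's exact test, p = 0.0926) with called transcripts alone. The MAPK split was past an unadjusted p of 0.05 in each setting, but adjusted over 3 tables its p was 0.121 with 1 transcript per gene and 0.0825 at an unadjusted p per transcript. GO terms numbered 1160 unadjusted, 73 with Bonferroni adjustment and 28 among terms of 10 to 500 genes. Adjustment over all terms took ATP binding (0.293), regulation of glial cell proliferation (0.297) and response to cytokine (0.189) past 0.05. Division by the depth factor reversed Nes-003 to a fold of -1.12 and took Gfap-201, with its means as deposited, to 1.45. Adjustment, thresholds and the depth factor act by their construction. For the other changes the cause was not tested. No paired analysis was possible because the labels carry no number that pairs the libraries and the tables hold none of their values, though the legend of Fig EV1C calls the controls matching. For the same reason leaving out each library, the 3 against 3 libraries of the shared code series and other splits of the samples were not run. The depth per library, unknown here, limits what low transcripts can show.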

Differences from the paper's values

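The paper reports 2027 up-regulated genes, and 577 transcripts were called higher here. It reports 2218 down-regulated genes, and 615 transcripts were called lower here. The thresholds differ: the counts here use the adjusted p of the Methods, and the paper's text gives an unadjusted p under 0.05, at the same fold. The paper's shares of the transcriptome are 10% up and 11% down, and the shares here were 2.98% and 3.18% of 19336 transcripts tested. None of the alternatives set before the data were examined (unadjusted p, a fold of 2, genes instead of transcripts, a group mean of at least 10, a pseudocount, the number tested) came within 1.5 times of the paper's values. The nearest of them, the unadjusted p, gave 989 and 1082, or 5.11% and 5.60%. The paper's unadjusted threshold cannot be recounted in full, since the significant genes analysed here have p-values under 0.01 apart from 1 Gfap transcript. By the ranks of the adjusted p, at most 5626 transcripts at any fold have a p of 0.0477 or lower. Counting 4 tables together, an alternative chosen after seeing the values, gave 999 and 1103, which does not close the gap.

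The paper describes genes of cell motility, the cytokine response and the MAPK pathways as induced by ATP. Over all called transcripts of the 3 tables, 48 of 106, 22 of 54 and 20 of 61 were higher, so more were lower than higher in each. Over all called transcripts more were lower too, 615 against 577 higher, and the cytokine and motility splits did not differ from those of the other called transcripts (two-sided Fisher's exact tests, p = 0.267 and p = 0.542). The MAPK split did (adjusted p = 0.0376 over 3 tables), though not with 1 transcript per gene (adjusted p = 0.121). Members that were higher include Nfe2l2-002, Cyld-004 and Ramp3-001 in the authors' deposited table. Dusp10-001, also higher, encodes a phosphatase that inactivates p38 and JNK, so these counts do not measure pathway activity. For p38, the paper also reports phosphorylated protein and effects of an inhibitor (Fig EV1E to EV1H), which were not analysed here. The paper names ATP binding and glial proliferation as enriched. Both passed an unadjusted p of 0.05 here, at 0.0127 and 0.0130, and not the adjustment over 11920 terms, at 0.293 and 0.297.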

Other observations

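The tests of the gliosis ratios and of the fibroblast and smooth muscle markers were chosen after the result was seen, and that of the shared direction with the tissue before. Transcripts of 3 receptors for nucleotides were lower after ATP: in the authors' deposited table, P2ry14-001, a receptor for UDP-glucose, was 7.67-fold lower (adjusted p = 0.0240; 3.77-fold with a pseudocount of 1, chosen after seeing the data), P2ry6-001, a receptor for UDP, 2.39-fold lower (adjusted p = 0.0375) and P2rx4-002, an ATP-gated channel, 2.16-fold lower (adjusted p = 0.0418). Panx1-002, a channel that releases ATP, was 1.81-fold higher (adjusted p = 0.0223) in the authors' deposited table. Of 38 purinergic receptors and nucleotide-handling genes, 1 was called higher, 3 lower and 34 were not called. Over all significant genes 2 were higher and 5 lower, a split that did not differ from the rest (adjusted p = 0.504 over 10 lists, two-sided Fisher's exact test). Of the enteric neuron markers, 3 were called higher: Nefm-001, a neurofilament, was at 4.45-fold, Uchl1-002 at 1.88-fold and Stmn2-001 at 1.70-fold in the authors' deposited table. Over all significant genes, 6 of these markers were higher and none lower (adjusted p = 0.0326 in the same test). Cdkn1a-001, which encodes the cell cycle inhibitor p21, was 3.01-fold higher and Psmd11-008, a proteasome subunit, 1.96-fold higher in the authors' deposited table.

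Some genes had transcripts called in both directions. In the authors' deposited table, Mterf4-001 was 3.80-fold higher and Mterf4-002 3.94-fold lower, and Syncrip-003 5.04-fold higher and Syncrip-002 1.53-fold lower. Both genes were chosen for naming after their values were seen. Reads from a shared last exon cannot separate such transcripts.

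The gliosis table has larger ATP to control ratios than the other tables. Values not scaled for library depth may account for this, since the factor between the ratios, at a median of 1.16, lies more than its SD of 0.0574 from 1. No biological explanation was tested, because the transcripts and libraries are the same in both.

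The totals of both Gfap transcripts in the gliosis table are not the sum of the group means times their libraries. The group means may have been exchanged, since 2 of 2 totals fit once the group sizes change places, as does none of the other 220 transcripts, and this test was chosen after the result was seen. Gfap would then be at a fold of -1.67 for Gfap-201. Against an exchange, the paper reports GFAP as up-regulated by ATP in qPCR (Fig 1G), with less GFAP mRNA under the P2X2 antagonist PSB-1011 (Fig 2D), the direction of the deposited means. That does not settle the labels of these rows. An error in the totals was not excluded, but it would have to give the exchanged sum in both rows, to a relative difference under 1e-06. The fit of both totals argues against an unrelated error in them. The tables do not settle which it is, and no biological explanation bears on a sum.

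In the lists of fibroblast, smooth muscle and matrix genes, 7 genes in all were called lower after ATP and 1, Nid1, was called higher. Most members were not called, the lists were joined after the values were seen, and the joint split was not tested. Pdgfrb-001 was 3.74-fold lower and Synpo2-001 6.66-fold lower in the authors' deposited table. The decreases of Col3a1-004 and Col1a2-003 start from low control means, 3.51 and 8.18, and need not stand for their whole genes. A lower share of fibroblasts or muscle cells in the ATP-treated cultures stays open: no marker was called higher, but 25% of the 28 markers have a row among the significant genes, too few to decide. The paper reports fibroblasts in these cultures (Fig EV1A). A response of the glia to ATP was not tested apart from this.

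A shared direction of gliosis genes was tested between ATP-treated cells and muscularis externa 24 h after intestinal manipulation (IM), with the paper's values for the tissue from Dataset EV2. Of 109 genes with 1 transcript each, counted at any p, 63 (57.8%) had the same sign of fold change, 50 higher in both and 13 lower in both (two-sided Fisher's exact test of sign against sign, p = 0.136). Spearman's rho across genes was 0.194 (permutation test, 100000 resamples, p = 0.0448), and genes are not independent replicates. With the group means of Gfap exchanged, an alternative chosen after seeing the data, 62 genes had the same sign and rho was 0.172 (the same permutation test, p = 0.0751), so the rank correlation rests in part on this gene. The share was 53.2% after division by the depth factor, 56.9% against 3 h after IM, and 50% for the 42 genes with an unadjusted p under 0.05 in both. The sign test thus does not decide whether the direction is shared.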
